# Role of Nuclear-Receptor-Related 1 in the Synergistic Neuroprotective Effect of Umbilical Cord Blood and Erythropoietin Combination Therapy in Hypoxic Ischemic Encephalopathy

**DOI:** 10.3390/ijms23052900

**Published:** 2022-03-07

**Authors:** Joo-Wan Choi, Su Jung Kang, Jee In Choi, KyuBum Kwack, MinYoung Kim

**Keywords:** cerebral palsy, human cord blood cell therapy, erythropoietin, hypoxic-ischemic brain injury, comprehensive analysis, microarray, Wnt/β-catenin pathway, nuclear receptor related 1

## Abstract

Neonatal hypoxic–ischemic encephalopathy (HIE) results in neurological impairments; cell-based therapy has been suggested as a therapeutic avenue. Previous research has demonstrated the synergistically potentiated therapeutic efficacy of human umbilical cord blood (UCB) by combining recombinant human erythropoietin (EPO) treatment for recovery from HIE. However, its molecular mechanism is not entirely understood. In the present study, we analyzed the mechanisms underlying the effect of combination treatment with EPO and UCB by transcriptomic analysis, followed by gene enrichment analysis. Mouse HIE model of the neonate was prepared and randomly divided into five groups: sham, HIE, and UCB, EPO, and UCB+EPO treatments after HIE. A total of 376 genes were differentially expressed when |log2FC| ≥ 1-fold change expression values were considered to be differentially expressed between UCB+EPO and HIE. Further assessment through qRT-PCR and gene enrichment analysis confirmed the expression and correlation of its potential target, *Nurr1*, as an essential gene involved in the synergistic effect of the UCB+EPO combination. The results indicated the remarkable activation of Wnt/β-catenin signaling by reducing the infarct size by UCB+EPO treatment, accompanied by *Nurr1* activity. In conclusion, these findings suggest that the regulation of Nurr1 through the Wnt/β-catenin pathway exerts a synergistic neuroprotective effect in UCB and EPO combination treatment.

## 1. Introduction

Neonatal hypoxic–ischemic encephalopathy (HIE), which is typically caused by hypoxia during the perinatal period, may lead to death, intellectual disability, convulsion, seizure, paralysis, and long-term neuro-functional disabilities in children [1,2]. Approximately 20–50% of infants affected by a hypoxic–ischemic insult die during their postnatal period [3], and 25% go on to develop a significant neurodevelopmental disability, most commonly cerebral palsy (CP), epilepsy, motor and mental deficits, and cognitive disabilities [4]. Neonatal HIE is characterized by complex neuronal conditions, such as oxygen deprivation, inflammatory response, glutamate excitotoxicity, the production of oxygen free radicals, and predominantly necrotic cell death [5]. Although disability from HIE is detrimental, currently, there is no effective treatment, and cell therapy reportedly has therapeutic potential for HIE [6].

Various cell therapies for recovery from neurological impairments in HIE have been shown to be effective in preclinical studies [7,8,9]. Moreover, clinical trials of intravenous infusions of human umbilical cord blood (UCB) cells for cerebral palsy caused by HIE were demonstrated to be advantageous, with fairly stable safety [10]. However, due to insufficient evidence of efficacy that might rationalize its use, cell therapy of neuroregenerative purposes have not been applied in standard clinical practice [11,12]. To overcome this limitation, efforts and the co-administration of growth factor in cell therapy showed the possibility of potentiating efficacy [13]. Previous research has revealed the combined use of mesenchymal stem cells and recombinant human erythropoietin (EPO) for treating cerebral ischemia increased cell proliferation and neurogenesis [14,15]. Our clinical research team reported significantly improved outcomes only by the co-administration of UCB and EPO in children with cerebral palsy, whereas UCB administration resulted in inconsistent recovery [16]. When these treatments were applied to transient focal cerebral ischemia model in adult rats, UCB or EPO therapy alone demonstrated some neuroprotection; however, therapeutic effects were remarkably elevated by their co-administration. As a mechanism of this synergistic effect, neurogenesis promotion and angiogenesis were discovered [17].

In examining the mechanism of recovery from neuronal injury, previous experiments investigated target pathways that might be relevant to the therapy rather than screening all the molecular changes [18,19,20]. Microarray technology is powerful tool to elucidate the mechanisms within complex biological processes [21], providing essential theoretical and practical values in gene expression, genome research, and the intensity of hybridization signals of gene expression profiles [22]. Although this technique has been widely adopted to discover the differential expression of genes, to the best of our knowledge, no comparative studies of the therapeutic potential of UCB and EPO regarding whole-genome expression patterns in the host HIE brain have been performed. In this study, to develop a better understanding of synergistically activated neuroprotective mechanisms, microarray techniques were used to determine gene expression changes induced by UCB and EPO in HIE mouse model. Additionally, we performed confirmation experiments for the emerged genes through the microarray analysis.

## 2. Results

### 2.1. Comprehensive Analysis of Gene Expression Profiles in Each Treatment Sample after HIE

The whole transcriptomes of each treatment sample of the HIE brain were analyzed by microarray. Total RNA was isolated from the brain. The changes in gene expression, according to each treatment from the gene expressions in the HIE sample, were assessed. Brain samples treated with EPO, UCB, and UCB+EPO one week after HIE injury, HIE, and sham injury control at the same age were used for analyses of differentially expressed genes (DEGs). One mouse from each group was randomly selected regardless of sex and used for RNA extraction for microarray testing. 

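Gene expression was measured on Affymetrix Mouse Gene 2.0 ST arrays, which carry probe sets for annotated transcripts, in the ipsilateral hemisphere of ICR mice. There were 5 arrays, 1 each for sham, HIE, EPO, UCB and UCB+EPO, from 3 male mice (sham, UCB and UCB+EPO) and 2 female mice (HIE and EPO). With 1 mouse per group no difference has a replicate check and no p-value was computed. Where a male array is compared with a female array, sex cannot be separated from treatment. The number of arrays limits the precision of every value. Injury was at P7. Fig. 6 places treatment at P14 and collection at P21, whereas the microarray methods give 7 days after injury. The paper's description of the design also sets mRNA measurement at 7 days after UCB or the first EPO injection. EPO was given on 5 days from P14, so EPO-treated mice cannot have been collected 7 days after injury. The authors deposited gene-level RMA values on the log2 scale, that is, background-corrected, normalized between arrays and summarized over the probes of a transcript. The table holds 41345 probes, with array medians of 5.02 for sham, 5.06 for HIE, 5.02 for EPO, 5.02 for UCB and 5.04 for UCB+EPO. Of these probes 23521 had 1 gene symbol in the platform annotation, 1814 had several and 16010 were unnamed here. Differences between 2 arrays were taken for the 25335 probes with a symbol and counted at a log2 difference of at least 1 in either direction, the threshold of the paper. For gene lists and named genes, probes with 1 symbol were averaged to 22180 genes, and the median log2 difference of a list was set beside the medians of 10000 random lists of as many genes matched on mean expression.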

Male mice were allocated for sample of sham, UCB, and UCB+EPO treated after HIE injury, and female mice in the other groups. A total of 33,793 genes were detected after initial mapping followed by pretreatment, and 1921 genes were excluded due to probes that were not sufficiently annotated for further study. Then, genes with fold change expression values of |log2FC| ≥ 1 were considered as differentially expressed (Figure 1) [23]. As a result, 770 probes were identified as DEGs and subjected to further analysis (Supplementary Table S1).

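Some hypothalamic, choroid plexus, myeloid and astrocyte genes differed widely between arrays. Pmch, the precursor of melanin-concentrating hormone, had log2 values of 7.43, 4.29, 9.46, 5.13 and 4.35 on the sham, HIE, EPO, UCB and UCB+EPO arrays. Pomc, the precursor of melanocortins and beta-endorphin, had values of 5.23, 5.41, 9.67, 4.56 and 4.77 in the same order. Ttr, which encodes the thyroid hormone carrier transthyretin and is made by choroid plexus, had values of 10.62, 11.75, 11.70, 11.40 and 7.02. Gpnmb, a glycoprotein of lipid-laden phagocytes, had values of 5.00, 9.85, 9.52, 5.61 and 5.48, and Lcn2, the iron-trafficking protein lipocalin 2 of reactive astrocytes, had values of 4.76, 9.61, 8.59, 4.68 and 4.79. In all, 578 probes differed by a log2 value of at least 1 in at least 1 of the 6 comparisons of the paper.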

In the next step, the DEG analysis was conducted to show the 30 most upregulated genes and 30 most downregulated genes (Supplementary Table S2). Five brain samples were analyzed for DEG and cut into the top 30 genes; then, the treated samples were compared with the HIE sample. 

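In each of the 4 comparisons with the HIE array, genes of striatal neurons were among the leading genes with higher expression, and genes of myeloid cells and reactive astrocytes led those with lower expression in sham, UCB and UCB+EPO. Against HIE, sham was higher for the dopamine receptor gene Drd2 by 3.14, for the enkephalin precursor Penk by 2.83, for Pmch by 3.14 and for the sodium channel subunit Scn4b by 2.46, as log2 differences. Sham was lower for Gpnmb (-4.86), Lcn2 (-4.85), the metalloreductase Steap4 (-4.31), lysozyme Lyz2 (-4.10), the inhibitory myeloid receptor Lilrb4a (-3.86), the cytidine deaminase Apobec1 (-3.35), the NADPH oxidase subunit Cybb (-3.30) and the macrophage perforin Mpeg1 (-2.87). EPO was higher than HIE for the 2 hypothalamic peptide genes Pmch (5.16) and Pomc (4.26), then for Drd2 (2.88) and Penk (2.79). The falls in EPO were smaller: Mab21l1 (-1.57), the MHC class I gene H2-K1 (-1.50), complement C4b (-1.40), Steap4 (-1.33), Cybb (-1.32), Ly86 (-1.30), Cd34 (-1.21) and thrombospondin Thbs4 (-1.20). UCB was higher than HIE for Drd2 (2.95), Penk (2.65) and Scn4b (2.53), and lower for Lcn2 (-4.94), Gpnmb (-4.25), Lyz2 (-3.96), Lilrb4a (-3.69), Mpeg1 (-3.65) and Steap4 (-3.63). UCB+EPO was lower than HIE for Lcn2 (-4.83), Ttr (-4.73), Lyz2 (-4.48), Lilrb4a (-4.41), Gpnmb (-4.38), Steap4 (-3.80), Mpeg1 (-3.39) and Cybb (-3.29). Of the genes named in the platform annotation, these are among the 8 with the largest rise and the 8 with the largest fall per comparison at a mean log2 value of at least 5, with predicted genes, small RNAs, olfactory and receptor repertoire genes and sex-linked genes left out.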

Supplementary Table S2A–D present the upregulated genes, and Table S2E–H represent the downregulated genes; sham vs. HIE (Table S2A,E), EPO vs. HIE (Table S2B,F), UCB vs. HIE (Table S2C,G), and UCB+EPO vs. HIE (Table S2D,H).

### 2.2. Identified Pathways of Genes Upregulated in UCB+EPO Compared with HIE

A list of genes with higher gene expression in the UCB+EPO-treated brain than in the HIE sample was identified among all the genes by enrichment pathways in the g:Profiler web tool (Figure 2) [24]. After applying Bonferroni correction for the *p*-value, only pathways with values less than 0.05 were extracted. Among the biological process (BP) terms, 23 terms, including responses to amphetamine, locomotory behavior, response to amines, behavior, and the dopamine receptor signaling pathway were derived (Figure 2A). 

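The genes higher in UCB+EPO than in HIE included most genes of striatal projection neurons, the GABAergic output cells of the striatum that carry dopamine receptors. Of 27 such genes, 21 were higher by a log2 difference of at least 1 and 0 were lower. The D2 receptor gene Drd2 was higher by 2.98 and the D1 receptor gene Drd1 by 2.32. Scn4b, a sodium channel subunit of these neurons, was higher by 2.62, the retinoid receptor genes Rxrg and Rarb by 2.42 and 1.79, Actn2, an actin-binding protein of dendritic spines, by 2.04, and Syndig1l by 1.72. The transcription factor genes Bcl11b and Isl1 were higher by 1.14 and 1.06, and Meis2 and Foxp1 had differences of 0.80 and 0.67. The sham, EPO and UCB arrays were higher than HIE for the same list: its median log2 difference from HIE was 1.64 in sham, 1.55 in EPO, 1.69 in UCB and 1.67 in UCB+EPO. None of the 10000 random lists had a median as high in any of the 4 comparisons, which share the HIE array. Tables S1 and S2, which come from these arrays, had been seen when the lists were written, so this rank is no independent support.

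**Figure D1:**
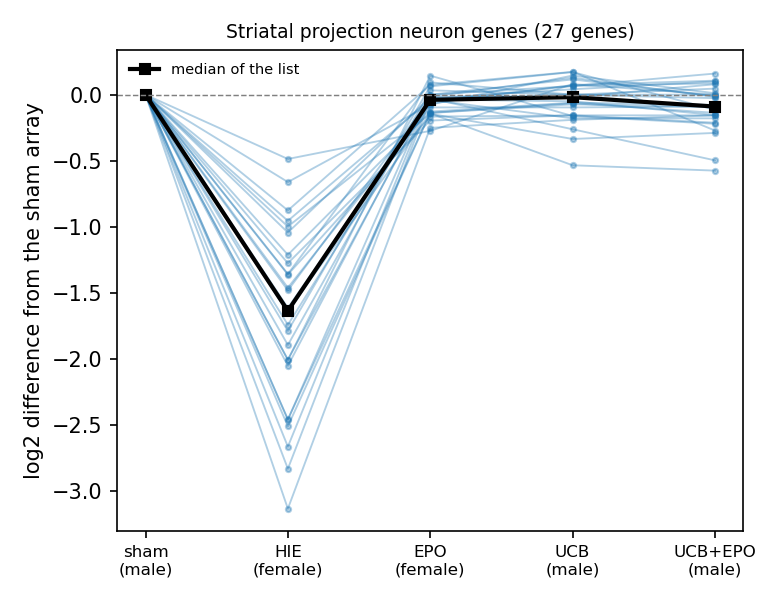
Log2 difference from the sham array (y axis) of 27 striatal projection neuron genes on the sham, HIE, EPO, UCB and UCB+EPO arrays (x axis, 1 mouse each, with its sex). Each thin line is 1 gene and the thick line is the median of the list, which lies low on the HIE array and within 0.09 of sham on the 3 arrays of treated mice.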

Among the molecular function (MF) terms, five terms were found to be significant: dopamine neurotransmitter receptor activity, cyclic-nucleotide phosphodiesterase activity, 3’,5’-cyclic-nucletide phosphodiesterase activity, D3 dopamine receptor binding, and 3’,5’-cyclic-AMP phosphodiesterase activity (Figure 2B). 

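Among the dopamine receptors and the cyclic nucleotide phosphodiesterases, the enzymes that break down cAMP and cGMP, the members most abundant in striatal neurons were higher in UCB+EPO than in HIE and the others differed by less than 1. Beyond the D1 and D2 receptor genes, the difference between UCB+EPO and HIE was 0.49 for Drd3, -0.01 for Drd4 and 0.22 for Drd5, and the median of the 5 receptor genes was 0.49. Of 24 phosphodiesterase genes, 3 were higher by at least 1: Pde10a, the main phosphodiesterase of striatal projection neurons, by 2.65, the calcium-dependent Pde1b by 1.36 and the cAMP-specific Pde7b by 1.27. The cGMP-stimulated Pde2a had a difference of 0.61, Pde8b of 0.33 and Pde3b of -0.67, and the median of the list was 0.08. The same 3 genes were higher than HIE in EPO, by 2.65, 1.45 and 1.27, and in sham, by 2.67, 1.36 and 1.27. With only probes of a mean log2 value of at least 5 kept, which drops Drd4, the median of the receptor genes was 1.40.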

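Several striatal genes of G protein and cAMP signalling, and the opioid peptide gene Penk, were higher in UCB+EPO than in HIE. Adcy5, the main adenylyl cyclase of the striatum, was higher by a log2 difference of 1.94, and Gnal, the G protein that couples D1 receptors to it, by 1.37. The G protein subunit Gng7 was higher by 1.84, Rgs9, which ends G protein signalling, by 1.98, and the small GTPase Rasd2 by 1.74. The orphan receptors Gpr52 and Gpr6, which raise cAMP, were higher by 1.67 and 1.21. Penk was higher by 2.65, whereas the substance P precursor Tac1 and the dynorphin precursor Pdyn had differences of 0.99 and 0.71. In UCB alone the differences from HIE were 1.90 for Adcy5, 1.37 for Gnal, 2.01 for Rgs9 and 1.22 for Tac1.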

In the KEGG pathway, five pathways were identified: cocaine addiction, morphine addiction, dopaminergic synapse, the cAMP signaling pathway, and alcoholism (Figure 2C).

### 2.3. Temporal Gene Expression Profiling the Effect of EPO or UCB or UCB+EPO Combination Treatment on the HIE Model

We investigated the gene expression profile of the brain sample of each treatment after HIE, HIE by itself, and sham control. A principal component analysis (PCA) plot of principal component 1 (PC1) and principal component 2 (PC2), which accounted for 83% of the total variation in the dataset (64% for PC1 and 19% for PC2), clustered from the five different samples. 

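The HIE array lay far from the sham, UCB and UCB+EPO arrays, and the EPO array lay between them on the first axis. Scores on PC1 were -8.01 for sham, 19.9 for HIE, 8.07 for EPO, -9.34 for UCB and -10.6 for UCB+EPO. On PC2 they were -3.36, 6.86, -10.9, 1.96 and 5.40 in the same order. The HIE and EPO arrays had positive scores on PC1. The intermediate filament gene Vim had log2 values of 7.25, 9.10, 8.54, 7.16 and 7.26 on the sham, HIE, EPO, UCB and UCB+EPO arrays, and Ctss, a lysosomal protease of microglia, had values of 8.75, 11.14, 10.21, 8.97 and 8.87. Some genes of the hypothalamus were high on the sham and EPO arrays, which had the lowest scores on PC2. The vasopressin gene Avp had values of 7.58, 6.11, 7.38, 6.51 and 6.79 and the oxytocin gene Oxt of 6.90, 5.39, 6.74, 5.62 and 5.60. Pomc was high on the EPO array alone. PC1 held 66.6% and PC2 19.3% of the variance, together 85.8%, over the 578 probes that passed the threshold in at least 1 comparison, centred and not scaled. Males and females separate on PC1 as well. With the Y-linked genes and Xist left out, 574 probes remained and PC1 held 64.6%. So few probes were removed that this cannot show whether sex contributes to PC1.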

The PCA results exhibit closer clustering for more similar expression characteristics of the genes between the brain samples (Figure 3A) [25]. The numbers of DEGs in each sample are presented in the bar graph (Figure 3B). 

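Fewer probes were higher than lower against HIE in sham (83 higher, 176 lower), UCB (72 and 206) and UCB+EPO (71 and 230), and more were higher than lower in EPO (92 and 63). Genes of phagocytic microglia and macrophages made up part of the lower side: of 27 such genes, 19 were lower by at least 1 in sham, 2 in EPO, 20 in UCB and 20 in UCB+EPO, with medians of -1.64, -0.37, -1.52 and -1.43. Lyz2, Lilrb4a, Gpnmb and Mpeg1 had the largest falls in UCB+EPO, and the proton pump subunit Atp6v0d2 (-3.38), the beta-glucan receptor Clec7a (-2.67), the macrophage elastase Mmp12 (-2.27) and Trem2, a lipid receptor of microglia (-1.48), were lower too. Against HIE these last 4 genes had differences of -0.07, -0.31, -0.33 and -0.45 in EPO. Of 18 reactive astrocyte genes, 10 were lower in UCB+EPO and 3 in EPO, with medians of -1.24 and -0.32, and after Lcn2 and Steap4 the largest falls in UCB+EPO were in the protease inhibitor A2m (-2.50) and the membrane protein Cd109 (-2.50). The intermediate filament Gfap had log2 values of 8.13, 9.27, 9.74, 7.55 and 8.13 in sham, HIE, EPO, UCB and UCB+EPO. Complement genes had a median of -0.71 in UCB+EPO (5 of 12 lower) and interferon response and MHC class I genes of -0.71 (7 of 19 lower). Of the 12 complement genes named in the platform annotation the lowest were C4b (-3.04), the receptor C3ar1 (-2.22), the inhibitor Serping1 (-1.73) and C1qb (-1.30), and C3, the central component, which Table S1 names, was lower still (-5.38). The lowest interferon response genes were the DNA sensor Ifi204 (-2.83), the MHC class I light chain B2m (-1.76), the antiviral Ifitm3 (-1.71) and the GTPase Iigp1 (-1.57). Genes of homeostatic microglia, the resting state, had a median of -0.10 and none of 13 was lower by 1, with the integrin Itgam at -0.85, Aif1 at -0.49, Fcrls at -0.46 and the fractalkine receptor Cx3cr1 at -0.45. With genes of a mean log2 value of at least 5 the complement median was -1.30, and that of the reactive astrocyte genes in EPO -0.48. None of the 10000 random lists had a median as low as those of the phagocytic and reactive astrocyte genes in UCB+EPO. These lists, too, were written with values in Tables S1 and S2 seen, so this is no independent support. UCB+EPO had 17 probes higher and 156 lower than EPO, and 16 higher and 20 lower than UCB. The balance turned over every probe of the table, those unnamed here included, to 319 higher and 685 lower for EPO against HIE and to 354 higher and 283 lower for UCB+EPO against UCB. Without predicted and small RNA genes 4 were higher and 16 lower than UCB. Simulated unchanged arrays gave on average 12.55 probes higher and 12.62 lower for UCB+EPO against HIE. The male arrays they were drawn from gave 35 in all for UCB against sham, 36 for UCB+EPO against UCB and 61 for UCB+EPO against sham. Those arrays differ in treatment, but deviations were also drawn across probes, so the simulated counts may be too low. The observed counts depend on the threshold, and at a log2 difference of 1.5 they were 95 in all for UCB+EPO against HIE and 6 against UCB.

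**Figure D2:**
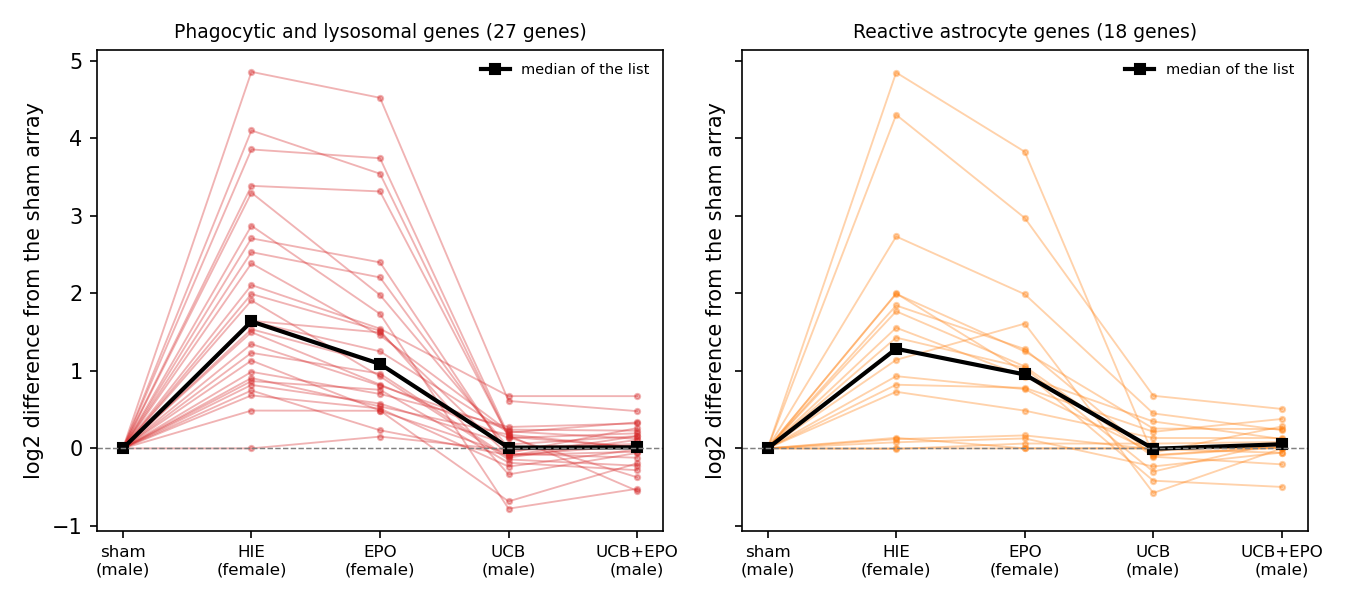
Log2 difference from the sham array (y axis) of 27 phagocytic and lysosomal genes (left) and 18 reactive astrocyte genes (right) on the sham, HIE, EPO, UCB and UCB+EPO arrays (x axis, 1 mouse each, with its sex). Each thin line is 1 gene and the thick line is the median of the list, which is high on the arrays of the 2 female mice, HIE and EPO, and near sham on those of UCB and UCB+EPO.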

Genes with a |log2FC| ≥ 1-fold change expression value were considered to be differentially expressed. The Venn diagram represents the number of genes which were common in each treated sample, and the number of genes significant only in each sample (Figure 3C–F) [26]. There were 21, 32, 28, and 47 genes with higher expression levels compared with the HIE-only genes in the sham, EPO, UCB, and UCB+EPO groups, respectively. 

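Against HIE, 43 probes were higher by at least 1 in all 4 groups. The striatal genes Drd1, Drd2, Penk, Rxrg and Actn2 were in that shared part. Wfs1, a protein of the endoplasmic reticulum, was in sham (1.04), EPO (1.03) and UCB+EPO (1.01) but had 0.93 in UCB. Sham and EPO shared 13 probes not higher in the others. Some hypothalamic genes were higher than HIE in sham and EPO, where Avp had differences of 1.48 and 1.27 and Oxt of 1.50 and 1.34. The thyrotropin-releasing hormone gene Trh had 1.12 and 1.41 and the neurotensin gene Nts 1.72 and 1.59. Baiap2l1, an adaptor of actin and membrane, passed in sham (1.15), UCB (1.63) and UCB+EPO, and Pomc in EPO alone. Probes higher than HIE in 1 comparison alone numbered 15 for sham, 26 for EPO, 15 for UCB and 17 for UCB+EPO. With probes of a mean log2 value of at least 5 these were 8, 14, 6 and 10. UCB+EPO shared 50 higher probes with sham, 51 with UCB and 47 with EPO. Independent lists of these sizes would share 0.233, 0.202 and 0.258 probes, and simulated unchanged arrays against the same HIE array 4.41, 4.43 and 4.43. All 4 comparisons share the 1 HIE array, which cannot be split, so part of the excess may come from it. The simulated overlaps may also be too low, as for the simulated counts above.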

There were 37, 34, 79, and 82 genes with lower expression levels compared with the HIE-only genes in the sham, EPO, UCB, and UCB+EPO groups, respectively. 

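Among the probes lower than HIE, 89 were shared by sham, UCB and UCB+EPO without EPO, and 28 were lower in all 4. The phagocyte genes Gpnmb, Lyz2, Lilrb4a, Clec7a and Atp6v0d2 and the lysosomal Cd68 were in the first part, with Cd68 at -1.65 in sham, -0.15 in EPO, -1.74 in UCB and -1.49 in UCB+EPO. Lcn2, Steap4, Cybb, C4b and the MHC class I gene H2-K1 were in the second. Aqp4, the water channel of astrocytes, was lower by at least 1 in UCB (-1.12) and UCB+EPO (-1.08) only, with -0.88 in sham and -0.31 in EPO. Tcf7l2, a transcription factor gene of thalamic neurons and partner of beta-catenin, was likewise lower in UCB (-1.61) and UCB+EPO (-1.76), and these 2 groups shared 21 such probes. Kl, the ageing-related gene klotho of the choroid plexus, was lower in UCB+EPO alone (-1.08). Lower in 1 comparison alone were 30 probes for sham, 22 for EPO, 46 for UCB and 76 for UCB+EPO, and with probes of a mean log2 value of at least 5 the first 3 were 12, 10 and 28, and 15 were lower in all 4. UCB+EPO shared 129 lower probes with sham, 141 with UCB and 35 with EPO, where independent lists would share 1.60, 1.87 and 0.572 and simulated unchanged arrays 4.56, 4.55 and 4.57. The limits from the shared HIE array and from the simulation hold here as well. Over all 25335 probes the covariance of log2 differences from HIE was 0.0715 for UCB and UCB+EPO, 0.0670 for sham and UCB+EPO and 0.0417 for EPO and UCB+EPO, beside a simulated covariance of 0.0178 from the shared array alone. The correlations across probes were 0.80, 0.78 and 0.57, beside 0.50 in the simulation, and probes are not independent replicates.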

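Of the probes named in the platform annotation, none was higher by at least 1 in UCB+EPO than in each of HIE, EPO and UCB, whereas 13 of the probes of Table S1 were, a set taken up after the values were seen. Against EPO, rises in UCB+EPO were in Baiap2l1 (2.01), Exph5, an effector of vesicle transport (1.36), the progesterone-degrading enzyme Akr1c18 (1.29), the Ras-like GTPase Rasl11b (1.21), the calcium-binding Necab3 (1.13) and Smim43 (1.12). Against UCB, none of the genes named in that annotation and ranked by rise at a mean log2 value of at least 5, with predicted genes and small RNAs left out, was higher by 1: among the largest differences were 0.91 for the nuclear receptor gene Nr2f2, 0.90 for Ptgds, the prostaglandin D synthase of the meninges, 0.90 for the cytokine gene Mif, 0.86 for Tmem203, 0.84 for the apolipoprotein gene Apol9a and 0.80 for thrombospondin Thbs1. Cortical excitatory neuron genes had a median of 0.60 in UCB+EPO against EPO but -0.02 against UCB, and -0.46 in EPO against sham. The largest differences between UCB+EPO and EPO in this list were in the membrane protein gene Lamp5 (0.93), the vesicular glutamate transporter Slc17a7 (0.88) and the transcription factor genes Emx1 (0.73) and Neurod2 (0.71). Probes higher in 1 of these comparisons alone numbered 65 against HIE, 12 against EPO and 15 against UCB, and 5 were higher than both HIE and EPO.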

There were 89, 21, and 28 genes with higher expression levels in UCB+EPO compared with genes in the HIE, EPO, and UCB, respectively. There were 168, 71, and 17 genes with lower expression levels in the UCB+EPO group Compared with genes in the HIE, EPO, and UCB groups, respectively. 

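Among the genes lower in UCB+EPO than in EPO, the largest falls of those named in the platform annotation with a mean log2 value of at least 5, sex-linked genes aside, were in Pmch (-5.10), Pomc (-4.90), Ttr (-4.68), Lilrb4a (-4.29), Gpnmb (-4.04), Lyz2 (-3.92), Lcn2 (-3.81) and Apobec1 (-2.63). Of the phagocytic genes, 14 of 27 were lower than in EPO by at least 1, and the median was -1.03. Against UCB, Ttr was lower (-4.38), and so was Stoml3, a membrane protein of sensory neurons and cilia (-1.02). The myeloid lectin Clec12a had a difference of -0.91, Slco1a4, an anion transporter of brain endothelium, of -0.86, the coagulation factor gene F5 of -0.84, the collagen-modifying enzyme Plod2 of -0.84 and the splicing factor Cwc22 of -0.84. The phagocytic genes had a median of 0.04 and the reactive astrocyte genes of 0.01 between UCB+EPO and UCB. Probes lower in 1 comparison alone numbered 146 against HIE, 70 against EPO and 7 against UCB. There were 73 lower than both HIE and EPO, and 11 lower than all of HIE, EPO and UCB. With probes of a mean log2 value of at least 5, those lower than UCB alone were 2 and those lower than all 3 were 7.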

Expression patterns were visualized through the unsupervised hierarchical clustering analysis of each sample and gene. The *X*-axis shows the samples, and the *Y*-axis shows the genes in the DEG results. 

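Of the 38 probes that Table S1 assigns to G6 in the copy used here, which holds 769 of the 770 probes, 37 had their highest value on the UCB+EPO array. Among them are Nr4a2, a nuclear receptor gene of dopaminergic neurons, the vesicular zinc transporter gene Slc30a3, the semaphorin gene Sema7a, Baiap2l1 and the Ras-like gene Rasl11b, the last with log2 values of 8.07, 7.88, 7.40, 8.24 and 8.61 in sham, HIE, EPO, UCB and UCB+EPO. Few members are well-known protein-coding genes: 19 carry predicted gene symbols, 5 are mitochondrial tRNA genes and 4 are 5S ribosomal RNA genes. The mean log2 value of the group was 5.95 in sham, 5.66 in HIE, 5.56 in EPO, 5.71 in UCB and 6.75 in UCB+EPO. The median log2 difference of UCB+EPO was 0.95 from HIE, 1.14 from EPO and 1.06 from UCB, and 18, 27 and 20 probes were higher by at least 1. The group was formed by clustering on these same arrays, so its direction is not independent evidence. Only 10 of its probes are named in the platform annotation.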

In the UCB+EPO sample, it was confirmed that the expression of the G6 clustering group was upregulated (Figure 3G) [27].

### 2.4. Gene Enrichment Analyses of the Effect of EPO or UCB or UCB+EPO Combination Treatments on the HIE Model

Gene enrichment analysis using a gene ontology (GO) method was performed to elucidate the mechanisms following UCB and EPO combination treatment. Enriched terms were determined using the ClueGO module of Cytoscape [28]. A hypergeometric test with Bonferroni step-down corrections was applied to identify the significance of enrichment, and a list of results matching *p*-values of less than 0.05 was obtained [29]. The *p*-values were converted to −log10 and quantified. We experimentally validated the changes in the mRNA expression of candidate genes *Nr4a2, Slc30a3, Sema7a*, and *Baiap2l1* in the upregulated G6 group through unsupervised hierarchical analysis (Table 1).

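All 4 candidate genes, taken from G6, had their highest log2 value on the UCB+EPO array, as had 37 of the 38 probes of that group. G6 was formed on these same arrays, so this follows from the choice of genes. Nr4a2, an orphan nuclear receptor that dopaminergic neurons need to develop, was at 7.77, 7.13, 7.45, 8.06 and 8.83 in sham, HIE, EPO, UCB and UCB+EPO. Baiap2l1, which links membranes to actin, was at 6.00, 4.85, 4.87, 6.48 and 6.87. Slc30a3, which loads zinc into synaptic vesicles of glutamatergic neurons, was at 8.20, 8.20, 7.59, 8.20 and 8.65, and Sema7a, a membrane-anchored semaphorin of axon growth and immune cells, at 8.17, 8.05, 7.52, 8.35 and 8.67. Between UCB+EPO and HIE, Nr4a2 and Baiap2l1 rose by 1.70 and 2.03, while the differences of Slc30a3 and Sema7a were 0.45 and 0.62. Between UCB+EPO and EPO, Slc30a3 and Sema7a rose by 1.05 and 1.15. Both genes were lowest on the EPO array, with differences from sham of -0.60 and -0.65. From sham, UCB+EPO differed by 0.45 and 0.50. Between UCB+EPO and UCB the 4 genes, in the order named, had differences of 0.77, 0.40, 0.45 and 0.32, all below the threshold.

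**Figure D3:**
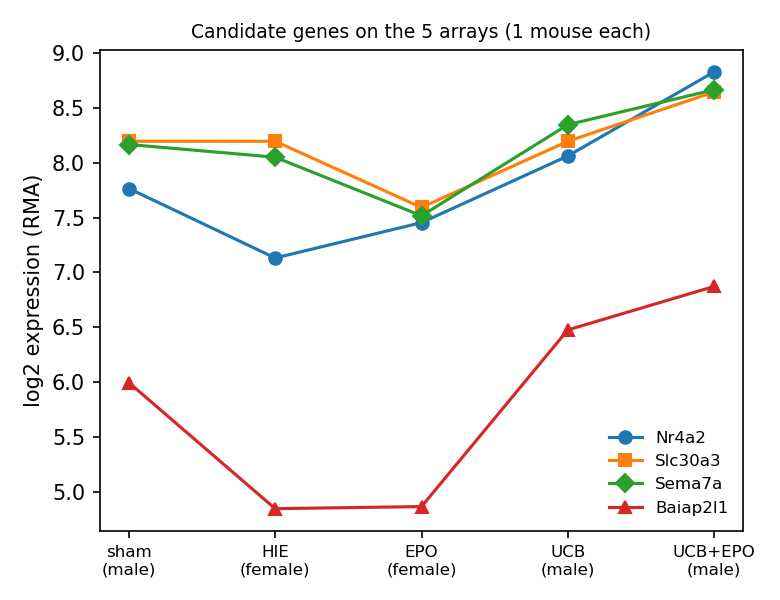
Log2 expression (y axis) of Nr4a2, Slc30a3, Sema7a and Baiap2l1 on the sham, HIE, EPO, UCB and UCB+EPO arrays (x axis, 1 mouse each, with its sex). Each line is 1 gene and each point 1 array, and all 4 lines end at their highest point, UCB+EPO. The 4 genes come from G6, a group formed on these same arrays.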

### 2.5. Neuroprotective Effect of UCB+EPO Treatment via the Activation of Nurr1 Which Is Related to the Wnt/β-Catenin Pathway

Among these genes, *Nr4a2 (Nurr1)* was selected as a representative gene that was changed according to the combination treatment of UCB and EPO. 

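On these arrays the log2 difference of Nr4a2 from HIE was 0.63 in sham, 0.32 in EPO and 0.93 in UCB, and UCB+EPO was higher than sham by 1.06 and than EPO by 1.38. The other NR4A genes did not follow it against HIE or sham. Nr4a1 had log2 values of 9.30, 8.90, 8.29, 8.62 and 8.93 and Nr4a3 of 7.64, 7.20, 6.83, 7.20 and 7.17 in sham, HIE, EPO, UCB and UCB+EPO. Against EPO all 3 NR4A genes were higher in UCB+EPO, by 0.34 to 1.38. Immediate early genes, which neuronal activity induces together with Nr4a1 and Nr4a3, had a median difference of 0.09 between UCB+EPO and HIE. None of 20 was higher by 1 there, and the largest differences were 0.68 for Egr3, -0.51 for Btg2, 0.33 for Egr1 and 0.24 for Fosl2. Against EPO the median of the immediate early genes was 0.34, with 16 of 20 above 0 and 2 below. The array of UCB+EPO came from a male mouse and that of HIE from a female mouse.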

The mRNA expression of *Nurr1* was significantly higher (1.42-fold greater) in the UCB+EPO brain compared with the HIE sample (*p* < 0.05), whereas each treatment with UCB or EPO alone were similar to HIE (Figure 4A). To investigate whether the protective effect of UCB and EPO combination therapy was induced by the activation of Nurr1, we performed confirmation experiments. The expression of the NR4A nuclear receptor family, comprising *NR4A1 (Nur77)* and *NR4A3 (NOR)*, was quantified by qRT-PCR in brain tissue of the HIE model at P21 [30]. *Nur77* and *NOR* mRNA expressions did not reveal significant findings, and only *Nurr1* represented a significant result. Nurr1 is known to regulate the transcription of crucial dopamine-related genes, including tyrosine hydroxylase (TH), dopamine transporter (DAT), and vesicular monoamine transporter (VMAT), which significantly influence striatal dopamine levels [31,32]. To determine the molecular mechanisms of synergistic effects via the regulation of Nurr1 in UCB and EPO combination therapy, we examined crucial dopamine-related genes, such as VMAT and DAT. However, the levels of *VMAT* and *DAT* did not show differences among the groups (Figure 4B). The canonical Wnt signaling pathway and its crucial mediator β-catenin were reported to be essential regulators of functional maintenance of dopaminergic neurons in the brain [33]. Nurr1 is responsible for neuron development and maintenance. To confirm that the protective effect of UCB and EPO combination therapy is associated with the activation of Nurr1 through the Wnt/β-catenin pathway, we evaluated the mRNA expression of *Wnt1, Wnt3, Wnt5, β-catenin*, and *GSK-3β*. The mRNA expressions of *Wnt1, Wnt3, β-catenin*, and *GSK-3β* were significantly increased in the UCB+EPO group (*p* < 0.05) (Figure 4C).

### 2.6. Countervailed Neuroprotective Effect of UCB+EPO Combination Treatment by Inhibition of the Wnt/β-Catenin Pathway

To further explore a link between the Wnt/β-catenin pathway and the synergistic effect of UCB+EPO, we identified the protective effect of UCB+EPO when inhibiting the Wnt/β-catenin pathway. XAV-939, a Wnt/β-catenin inhibitor [34], was injected before the administration of UCB and EPO. As a result, brain damage was robustly reversed by XAV-939 pre-treatment in the brain of HIE mice that received UCB and EPO combination therapy (*p* < 0.05) (Figure 5A,B). Additionally, the level of Nurr1 was significantly increased by UCB and EPO combination therapy, and was also robustly reversed by XAV-939 pre-treatment (*p* < 0.05) (Figure 5C). Expressions of β-catenin and GSK-3β were significantly decreased by XAV-939 pre-treatment (*p* < 0.05) (Figure 5D). The finding indicates that the effect of UCB and EPO combination therapy relates to the Nurr1-related Wnt/β-catenin pathway and protects brain damage from HIE.

### 2.7. Analysis for Evaluating Effect Caused by Gender Difference

Six of the 770 DEGs overlapped as sexually dimorphic genes in neonatal mouse cortex and hippocampus [35]. 

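The Y-linked genes Eif2s3y, a subunit of translation initiation factor 2, and Kdm5d, a histone demethylase, were high on the arrays of the 3 male mice (sham, UCB and UCB+EPO), and Xist, the RNA that silences 1 X chromosome, was high on those of the 2 female mice (HIE and EPO). Every male array was above every female array by a log2 difference of 3.24 to 4.23 for Eif2s3y, 3.08 to 4.02 for Kdm5d and 3.72 to 4.40 for the RNA helicase Ddx3y, which Table S1 names. Xist had log2 values of 3.80, 8.50, 8.18, 3.59 and 3.41 in sham, HIE, EPO, UCB and UCB+EPO. Fxyd5 and Ctsz had smaller differences. Fxyd5, a regulator of the sodium pump, was on average 0.76 higher in females, and Ctsz, a lysosomal protease of microglia that also stands in the list of phagocytic genes, was on average 0.92 higher in females. The 2 female arrays are HIE and EPO, on which the phagocytic genes were high. For Fxyd5 and Ctsz sex therefore cannot be separated from injury and treatment.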

Expressions of *Ctsz, Ddx3y, Eif2s3y*, and *Kdm5d* were male-biased, while those of *Fxyd5* and *Xist* were female-biased. *UTY* and *UTX (Kdm6a)*, the ubiquitous transcribed tetratricopeptide repeat genes are encoded on the Y and the X chromosome, respectively [36]. In these results, the *UTY* showed higher (3–4 fold) expression in male mice than in female mice, while *Kdm6a* did not show differential expressions among 770 DEGs (Supplementary Table S2). 

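Uty was higher on every male array than on every female array, by a log2 difference of 4.30 to 4.82, which is 19.7-fold to 28.3-fold. Its log2 values were 7.96, 3.14, 3.17, 7.49 and 7.47 in sham, HIE, EPO, UCB and UCB+EPO. Kdm6a, its X-linked counterpart, was on average 0.38 higher in females, below the threshold of 1.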

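Among mice of the same sex, Uty, Eif2s3y, Kdm5d, Ddx3y, Xist, Ctsz and Fxyd5 stayed within a log2 range of 1. The largest range within a sex over these 7 genes was 0.59 on the log2 scale, for Kdm5d between the HIE and EPO arrays of female mice, and 0 genes had a range of 1 or more. Ctsz had a female range of 0.54 and a male range of 0.24, and Fxyd5 of 0.33 and 0.41.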

Ignoring the treatment method and comparing the expression level between the same sexes, there is no gene with a more than 2-fold difference in expression among the seven DEGs.

## 3. Discussion

In the present study, microarray analysis was used to detect the genes pivotal in transcriptomic changes associated with the synergistic effect of UCB and EPO treatment in an experimental neonatal HIE model. Our previous research revealed the synergistic effect of UCB and EPO combination treatment in HIE by ameliorating pro-inflammatory states and anti-apoptosis, with increases in the phosphorylation of Akt which regulates Bax and Bcl-2 [37]. Here, the authors specifically focused on the temporal expression profiling of a wide range of cellular activities, including the survival, proliferation, metabolism, and motility of cells using microarray data. Additionally, the gene that was derived as a result was confirmed with qRT-PCR. We examined a total of 31,873 genes; 770 DEGs were considered for further studies (|log2FC| ≥ 1) (Figure 1). GO analysis was used to assess the DEGs in terms of their enrichment BP terms and cellular component categories in the synergistic effect of UCB and EPO. 

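The sham array was nearest to the UCB array and farthest from HIE. Over the 578 probes that passed the threshold in any comparison, each scaled from 0 to 1, the Euclidean distance from sham was 7.77 to UCB, 9.72 to UCB+EPO, 10.4 to EPO and 17.4 to HIE. Over every probe with a symbol EPO (77.5) came before UCB+EPO (83.6), after UCB (76.0). Complete linkage joined sham with UCB first, then UCB+EPO with them, and HIE with EPO. This last pair depends on the linkage: EPO was nearer to sham (10.4) than to HIE (14.3). Average linkage joined EPO with sham, UCB and UCB+EPO, and HIE last. Against sham, UCB had 7 probes higher by at least 1 and 28 lower, UCB+EPO 8 and 53, and EPO 65 and 14. At a mean log2 value of at least 5 the totals were 16, 39 and 49. Ttr differed from sham by -3.60 in UCB+EPO and had 0.78 in UCB. Pmch was lower than sham in UCB+EPO (-3.08) and UCB (-2.30), and so was the calcium-binding protein gene Calb2 (-1.36 and -1.41). Striatal genes had a median difference from sham of -0.02 in UCB and -0.09 in UCB+EPO, and phagocytic genes of 0.01 and 0.01. Across all 25335 probes, which are not independent replicates, Pearson's r with sham was 0.9963 for UCB, 0.9950 for UCB+EPO, 0.9946 for EPO and 0.9903 for HIE. Sham, UCB and UCB+EPO were also the arrays of male mice.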

The transcriptome analyses showed a similar tendency in the gene expressions of sham control and UCB+EPO-treated brains, which had higher association than that of cases treated with only UCB (Figure 2).

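General synaptic genes had small differences between UCB+EPO and HIE, for the most part toward higher values. Their median log2 difference was 0.19 over 16 genes, above 99.6% of random lists, and none of them was higher by 1. The NMDA receptor subunit gene Grin2a had 0.55, the postsynaptic scaffold gene Dlg4 0.45, the vesicle protein gene Vamp2 0.37 and the scaffold gene Shank3 0.31. Snap25, part of the fusion machinery, had 0.18. Genes of inhibitory interneurons had a median of 0.18, with 1 of 12 higher by 1, the somatostatin gene Sst (1.15), and 1 lower, Calb2 (-1.15), while neuropeptide Y gene Npy had 0.72 and the regulator gene Lhx6 0.54.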

Interestingly, most of the significant BP terms in this study were associated with synaptic-related responses. Various MF terms detected in this study were related to dopamine activity. Recently, it was reported that the mesenchymal stem cell could be induced to differentiate neuronal/dopaminergic differentiation [38]. Additionally, other reports demonstrated improvements in dopaminergic function from administering embryonic stem-cell-derived neuron-like cells that accompanied neurobehavioral recovery in a cerebral ischemic model [39]. Therefore, we could draw one conclusion, that the efficacy of UCB and EPO was potentiated by combining these via improvements in dopaminergic function (Figure 3). 

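Genes of cells that receive dopamine were higher in UCB+EPO than in HIE, while genes of cells that make dopamine showed no rise by 1. The synthesis and transport genes had low signal, with median log2 values of 5.28 in HIE and 5.41 in UCB+EPO. All named probes had medians of 5.58 and 5.56 on these arrays. Without a background measure, a lack of signal cannot be told apart from a lack of change. Of 8 genes of dopamine synthesis and transport, none was higher by at least 1 and the median log2 difference was -0.04: the difference was 0.32 for Th, which makes the dopamine precursor, -0.08 for Ddc, 0.33 for the dopamine transporter Slc6a3, -0.38 for the vesicular transporter Slc18a2, 0.46 for Dbh, which makes noradrenaline, and -0.43 for the degrading enzyme Maoa. The 13 midbrain dopaminergic neuron genes had a median of 0.00, with Aldh1a1 at -0.82 and the regulator gene Foxa2 at 0.50. No striatal gene differed by 1 or more between UCB+EPO and either single treatment. Their median was 0.00 against EPO and -0.02 against UCB, with Drd2 at 0.09 and 0.03, Drd1 at 0.00 and -0.07, Pde10a at 0.00 and -0.15 and Penk at -0.14 and 0.00. Against EPO, Slc18a2 was lower (-1.08) and the median of the synthesis and transport genes was -0.28. Each of these differences compares 1 mouse with 1 other mouse. From the enrichment of dopamine-related terms among the genes higher in UCB+EPO, and from reports on stem cells and dopaminergic recovery, the paper concludes that UCB and EPO were potentiated by their combination through better dopaminergic function.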

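None of the 11 genes of zinc transport and metallothioneins, Slc30a3 included, was higher by 1 in UCB+EPO than in HIE. They had a median log2 difference of -0.24, with the metallothionein genes Mt1 at -0.50 and Mt3 at -0.70 and the Golgi transporter gene Slc30a7 at -0.67. Mt3 was lower than in EPO (-1.03). Among immune genes, chemokines and cytokines had a median of -0.21 and the chemokine gene Ccl3 was lower (-1.67), with Ccl12 at -0.92, Cxcl16 at -0.90 and Ccl9 at -0.89. MHC class II genes, which present antigen, had a median of -0.11 and none of the 6 named in the platform annotation was lower by 1, with H2-DMb1 at -0.44, H2-Aa at -0.44, Ciita at 0.43 and H2-Ab1 at -0.30. Cd74, the class II invariant chain, which Table S1 names, was lower in UCB+EPO (-1.03). With probes of a mean log2 value of at least 5 the medians of the chemokine and class II lists were -0.48 and 0.11.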

GO analysis revealed possible involvement of the ‘dopamine-related pathway’, ‘zinc protein pathway’, ‘immune response’, and ‘cellular structure’ in BPs, in terms of the efficacy of UCB+EPO combination treatment, by discovering significant genes: *Nr4a2* (*Nurr1*), *Slc30a3*, *Sema7a*, and *Baiap2l1* (Table 1). Among them, Nurr1 reportedly provides significant neuroprotection against inflammation [40,41]. In a neonatal mouse model of HIE, a mutation of Nurr1 was revealed to exacerbate brain injury in infants with HIE [42]. After the verifying experiments with qRT-PCR in the present study, we only found *Nurr1* to be significant among the NR4A nuclear receptor family, with levels only elevated by UCB+EPO treatment and not by EPO or UCB treatment alone (Figure 4A). According to previous research, the efficacy of human cord blood-derived multipotent stem cell treatment appeared to be induced by Nurr1 activation [43]. In short, the results suggest a synergistically potentiated neuroprotective effect by hUCB and rhEPO combination treatment driven by *Nurr1*. Additionally, although we did not proceed with confirmation experiments for *Slc30a3*, it was reported to have neuroprotective effects on oxidative stress, which might have contributed to the therapeutic efficacy [44].

Nurr1 is related to the development, function, and maintenance of dopaminergic neurons [30]. A recent study showed that increased Nurr1 expression alleviated the infarct volume and improved the neurological outcomes in an acute stroke model [45]. Furthermore, Nurr1 is known to regulate the transcription of dopamine-related pivotal genes including tyrosine hydroxylase, DAT, and VMAT, which significantly influence striatal dopamine levels [46]. DAT or VMAT knock-out mice exhibited an aberrant neurotransmission of monoamines, resulting in starvation and early death [47]. However, the present study failed to show the significance of *DAT* and *VMAT*, although the *VMAT* results showed a similar tendency without significance. Instead, the authors found a crucial signaling pathway related to *Nurr1* activation, Wnt/β-catenin, which is vital in maintaining synaptic structure and neuronal functions (Figure 4B,C) [48]. Inhibition of the Wnt-signaling pathway was associated with several brain pathologies, such as schizophrenia and Alzheimer’s disease [33]. β-catenin is a component of tight endothelial junctions, and its loss may reduce junction stability and increase vascular permeability. This study found that HIE caused downregulations of *Wnt3* and *β-catenin* mRNA expression. *Wnt1, Wnt5*, and *GSK-3β* showed a tendency to degrade the HIE brain tissue, although without significance. UCB and EPO co-administration markedly increased mRNA expressions of *Wnt3, Wnt5, β-catenin,* and *GSK-3β*. To clarify the involvement of Nurr1 in Wnt/β-catenin-mediated signaling, we conducted an inhibition test using XAV939, an inhibitor of the Wnt/β-catenin pathway [34], for the UCB+EPO-administered HIE mice. The results revealed the nullified neuroprotective effects of UCB+EPO treatment by XAV939 on infarct volume. mRNA expressions of *Nurr1, Wnt5*, and *β-catenin,* and of *Wnt1, Wnt3*, and *GSK-3β*, also showed similar traits (Figure 5).

Taken together, we can conclude that microarray analysis is a powerful tool for detecting the mRNA expression pattern of many genes. The role of *Nurr1* in the synergistic neuroprotective effects of UCB and EPO combination treatment in HIE was revealed. Additionally, Wnt/β-catenin-mediated signaling was found to be associated with this mechanism. However, there are some limitations to the present study. We had a relatively limited sample size, which may have elevated the risk of false-positive results. This study did not analyze for the potential effect of sex. Although our previous investigation revealed neuronal recovery by UCB+EPO in both males and females [37], sexual dimorphism was reported regarding neuronal cell death by different mechanisms [49]. Recently, it was reported that long noncoding RNA XIST participates in hypoxia-induced angiogenesis in human brain microvascular endothelial cells through regulating miR-485/SOX7 axis [50]. Although no genes were found with a more than 2-fold difference in expression among the known seven genes linked with sexes, identical experiments must be performed separately on female and male mice to exclude gene expression differences caused by sex. Additionally, this study lacked Western blot experiment verification for the genes. Although we found a relationship between Nurr1 and Wnt/β-catenin signaling, the downstream effect that directly affects neuronal integrity was not investigated. Beside this UCB+EPO combination treatment, there can be various strategies, such as cooling and EPO and UCB application after cooling for neonatal HIE [51,52]. Actually, many studies have suggested potential therapeutic effect of combining hypothermia and stem cell therapy [53,54].

In conclusion, our findings provide comprehensive analysis results of DEGs and the associated signaling pathways induced by treatments in HIE. According to the gene screening and confirmation experiments, regulation of Nurr1 through the Wnt/β-catenin pathway may have exerted synergistic effects of UCB and EPO combination therapy.

## 4. Materials and Methods

### 4.1. Experimental Animals

Pregnant ICR mice were purchased from Koatech (Pyeongtaek, Korea). All the animal experiments were performed according to international guidelines and approved by the Institutional Animal Care and Use Committee (IACUC 200216) of CHA University. The mice were housed under controlled conditions, with free access to food and water, at 23 ± 2 °C, with 12 h light/dark periods.

### 4.2. Hypoxic Ischemic Encephalopathy (HIE) Model

At P7, pups whose sex was randomly selected were initially anesthetized with 3–5% isoflurane and maintained with 1–2% isoflurane for surgery. Briefly, a midline cervical incision was made in the anterior neck. The right common carotid artery was dissected and permanently ligated with a 5-0 blue nylon. The operated pups were exposed to hypoxic conditions in 8% O_2_ and 92% N_2_. Following exposure, the pups were returned to the cages with the dams. Sham-operated pups received anesthesia, and the artery was exposed without ligation or hypoxia.

### 4.3. Human Umbilical Cord Blood (UCB) Isolation

Human UCB was provided by the CHA Cord Blood Cell Bank. The cryopreservation of donated UCB was performed following the protocol of the facility. The mononuclear cells and plasma were obtained from UCB, isolated using density differences for Ficoll–Hypaque (GE healthcare, Chicago, IL, USA). The mononuclear cell concentrates were washed with dextran 40 and albumin before freezing. Then, the isolated mononuclear cell and plasma were cryopreserved with dimethylsulfoxide at −198 °C in a controlled-rate freezer. Prior to infusion, DMSO was thawed in a 37 °C water bath, from which DMSO used as cryoprotectant was washed using phosphate-buffered saline (PBS, Welgene, Daegu, Korea).

### 4.4. Experimental Design

The number of total nucleated cells of UCB and the dosage of EPO used was based on our previous clinical trials [55,56], which was performed in patients with traumatic brain injury and cerebral palsy, and is considered safe for humans. At 7 days post-injury, the operated pups were randomly assigned into five groups (each group, *n* = 8 to 10). UCB (3 × 10^7^/kg, intraperitoneal injection once at 7 days post-injury), EPO (LGchem, Daejeon, Korea) (500 IU/kg, intraperitoneal injection for 5 consecutive days from 7 days HIE), UCB+EPO (at the same dose and schedule as the other groups), and UCB+EPO+XAV939 (Sigma, St. Louis, MO, USA) (10 mg/kg, 5 consecutive days from 7 days HIE) were intraperitoneally administered, and PBS (5 consecutive days from 7 days HIE) was injected as a control (HIE). The time for mRNA quantification was determined as 7 days after administration of UCB or initiation of EPO injection. Our previous experiment, where neurobehavioral outcome was assessed on P42 with significant findings, did not show differences in mRNA expression at that time [37]. The behavioral outcomes might have resulted long-after the preceded changes in the brain during several days after HIE or treatment for it [57]. Therefore, we regarded assessment of responses during the earlier stages to represent the key mechanism. The scheme of the administration is presented in Figure 6. All treated mice were euthanized in a CO_2_ chamber using a compressed gas cylinder with a pressure regulator and a flowmeter. Brain tissues were collected and stored at −75 °C for later analyses.

### 4.5. Infarct Volume Measurement

Pups were euthanized in a CO_2_ chamber at 7 days after UCB and EPO administration. Infarct volume was assessed by hematoxylin and eosin (H&E) (Sigma, St. Louis, MO, USA). The pups’ brains were fixed in 4% paraformaldehyde for 24 h, followed by 30% sucrose, until brains submerged completely (Each *n* = 3 per group). Using a freezing microtome, brains were cut into 25 μm thick sections. Three slices were chosen for subsequent H&E staining. The ipsilateral and contralateral hemispheres areas were measured using the ImageJ program (National Institute of Health, Bethesda, MD, USA). After correcting edema, the volumes of infarction were calculated as follows: Total volume of contralateral hemisphere (Total volume of the ipsilateral hemisphere–Average volume of 3 measurements of infarct).

### 4.6. Microarray Analysis

All treated mice were euthanized in a CO_2_ chamber. Brain tissues were collected and stored at −75 °C for later microarray analyses. We extracted total RNA from the ipsilateral hemisphere tissue of the mouse. Each treated brain sample was analyzed in comparison with a sham sample, HIE sample, UCB and EPO, and UCB + EPO sample, 7 days after inducing HIE. The microarray processing was performed using Affymetrix microarrays, with standard procedures (GeneChip^®^ Mouse Gene 2.0 ST Array, Affymetrix, Santa Clara, CA, USA). In brief, the sense cDNA was then fragmented and biotin-labeled with TdT (terminal deoxynucleotidyl transferase) using the GeneChip WT Terminal labeling kit. Approximately 5.5 μg of labeled DNA target was hybridized to the Affymetrix GeneChip^®^ Mouse Gene 2.0 ST Array at 45 °C for 16 h. Hybridized arrays were washed and stained on a GeneChip Fluidics Station 450 and scanned on a GCS3000 Scanner (Affymetrix, Santa Clara, CA, USA). Signal values were computed using Affymetrix^®^ GeneChip™ Command Console Software. Array data analysis and export processing were performed using Affymetrix^®^ GeneChip Command Console^®^ Software (AGCC) [58]. All microarray data generated in this study were deposited in the Gene Expression Omnibus database (GSE196570).

### 4.7. Principal Component Analysis

In the data dimension with multiple variables, the most important components were extracted in order. We then performed PCA, a linear dimensionality reduction technique in which fewer components containing most of the original information are represented by new variables [25]. R software (ver. 4.0.5) was used to determine the similarity of status or characteristics between samples.

### 4.8. Analysis of Differentially Expressed Genes and Hierarchical Clustering

We exported the result with gene-level RMA analysis, and the differentially expressed genes (DEGs) were analyzed using the R software package. The fold change (FC), calculated using |log2FC| ≥ 1, was considered for DEGs of interest; the *p*-value was not considered because there was only one sample in each group. Based on the gene list from the DEG results, analysis was performed using the Heatmap3 R package (ver. 1.1.9) to visualize the gene expression pattern of each sample. To evaluate the similarity of gene expression patterns between samples, distance and score calculations were performed with unsupervised clustering using the Euclidean method [59].

### 4.9. Gene Enrichment Analysis

Gene enrichment analysis with a BP database was performed using the ClueGO (ver. 2.5.6) package of Cytoscape (ver. 3.8.2) software, and using the web-based tool g:Profiler [22], the BP, MF, and KEGG were assessed to identify the gene ontology terms.

Pathway enrichment analysis for genes demonstrated the synergistic therapeutic effects of EPO, UCB, and a combination of EPO and UCB in hypoxic–ischemic encephalopathy-treated mouse tissue. The significance cutoff was *p*-value < 0.05, and the Kappa score (K = 0.4) was calculated to identify associations.

### 4.10. Total RNA Extraction and Quantitative Real-Time Polymerase Chain Reaction (qRT-PCR)

All treated mice were euthanized in a CO_2_ chamber. Brain tissues were collected and stored at −75 °C for later analyses. The cellular RNA from pup brains was extracted with TRIzol (ThermoFisher scientific, USA) (Each *n* = 8 per group). The cDNA was synthesized through reverse transcription (AccuPower PCR Premix, Bioneer, Chungbuk, Korea) and amplified by real-time PCR using a CFX Connect Real-Time PCR Detection System (Bio-Rad Laboratories, Hercules, CA, USA) and an SYBR Green detection system (Bioneer, Chungbuk, Korea). The primer sequences are presented in Table 2. mRNA expression levels were normalized to those of glyceraldehyde-3-phosphate dehydrogenase and were expressed relative to the average of all delta cycle threshold values in each sample using the cycle threshold method.

### 4.11. Statistical Analysis

All results are presented as the mean ± standard error of the mean; the overall significance of the experimental data was examined by one-way ANOVA and Tukey’s post hoc tests for multiple comparison analysis using Prism 8.0 (GraphPad Software Inc., San Diego, CA, USA). Differences between groups were considered statistically significant at *p* < 0.05.

## Figures and Tables

**Figure 1:**
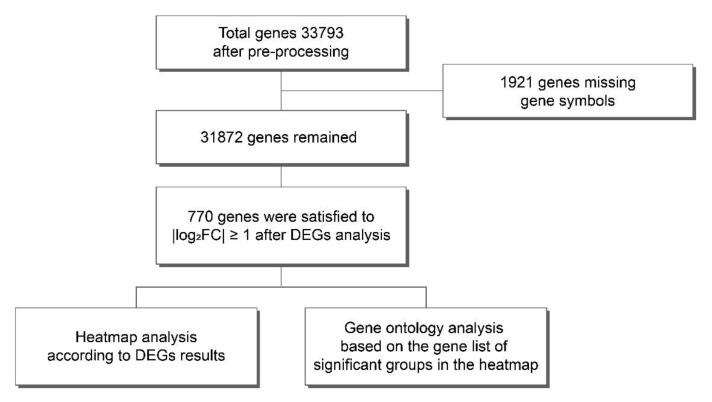
Design and workflow of the comprehensive analysis. Schematic overview of microarray gene identification pipeline summarizes all steps of the procedure.

**Figure 2:**
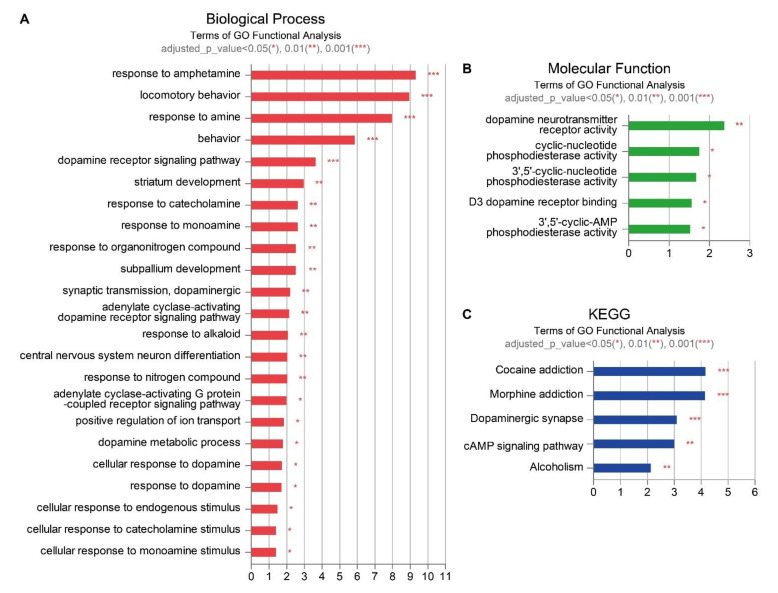
Various gene ontology of genes filtered by |log2FC| ≥ 1 in UCB+EPO vs. HIE among all genes by rich pathways in the g:profiler web. (**A**) Biological process terms.; (**B**) Molecular function terms; (**C**) KEGG pathway. The *X*-axis represents −log10 (adjusted *p*-value), and *Y*-axis represents the enriched terms. * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001 significantly different from the HIE sample.

**Figure 3:**
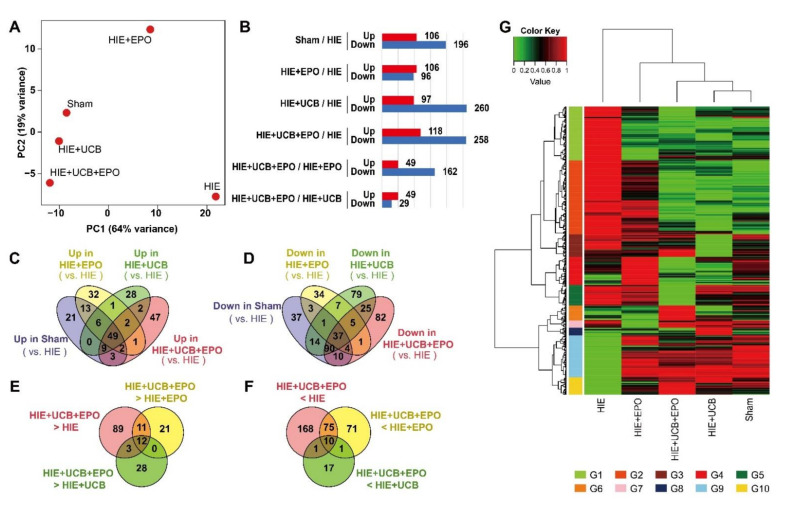
Comprehensive analysis of differential expressed genes (DEG) in each treatment brain sample after HIE. (**A**) The similarity of gene expression levels in the five samples was confirmed in principal component analysis plots. It has the explanatory power of PC1-64% (*X*-axis) and PC2-19% (*Y*-axis). (**B**) The DEG number of sham vs. HIE, EPO vs. HIE, UCB vs. HIE, UCB+EPO vs. HIE, UCB+EPO vs. EPO, and UCB+EPO vs. UCB. Histograms show the number of DEG that were up- or down-regulated in each sample. Venn diagram of DEGs showing overlap of (**C**) up-regulated and (**D**) down-regulated genes between sham vs. HIE, EPO vs. HIE, UCB vs. HIE, UCB+EPO vs. HIE, UCB+EPO vs. EPO, and UCB+EPO vs. UCB. Each colored ellipse on the Venn diagram represents the number of genes with high expression only for each sample and the number of genes with high expression common to each sample in each cross area. The Venn diagram of DEGs shows the overlap of (**E**) up-regulated and (**F**) down-regulated genes between UCB+EPO vs. HIE, EPO, and UCB treated brain samples. DEGs were identified as |log2FC| ≥ 1. (**G**) Unsupervised hierarchical clustering analysis of each brain sample in DEGs results. The *X*-axis lists the samples, and the *Y*-axis lists the genes in the DEGs results. Gene expression levels are converted to a number between 0 and 1 on a standard scale and expressed as a color gradient.

**Figure 4:**
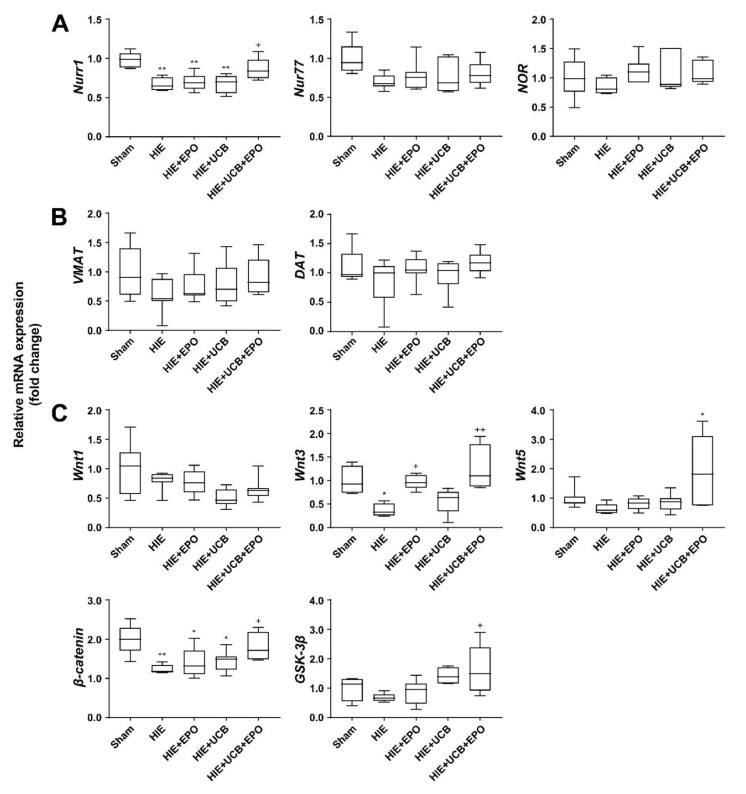
The combination of UCB and EPO treatment mainly activates the Nurr1-related Wnt/β-catenin signaling pathway—histograms of mRNA expression results for the representative Nurr1-related genes. The histogram shows the results of qRT-PCR for each group (sham, HIE, UCB, EPO, and UCB+EPO). The results of cycle threshold were calculated by the ΔΔ method to obtain the fold changes. Data are shown as the mean ± standard error of the mean. (**A**) The mRNA expression of *Nurr1*, *Nur77*, and *NOR* were detected by qRT-PCR in each treatment brain sample. Data are shown as the mean ± standard error of the mean. *n* = 4 to 6 per group, ** *p* < 0.01 vs. the sham group, and + *p* < 0.05 vs. the HIE group. (**B**) RT-PCR analysis of Nurr1-related dopaminergic pathway molecule (*VMAT* and *DAT*) expression for each group (sham, HIE, UCB, EPO, and UCB+EPO). (**C**) RT-PCR analysis of Nurr1-related pathway molecule (*β-catenin, GSK3β, p-GSK3β, Wnt1, Wnt3*, and *Wnt5*) expression for each group (sham, HIE, UCB, EPO, and UCB+EPO). GAPDH was used as an internal control. Data are shown as the mean ± standard error of the mean. * *p* < 0.05, ** *p* < 0.01 vs. the sham group, + *p* < 0.05, and ++ *p* < 0.01 vs. the HIE group (one-way ANOVA).

**Figure 5:**
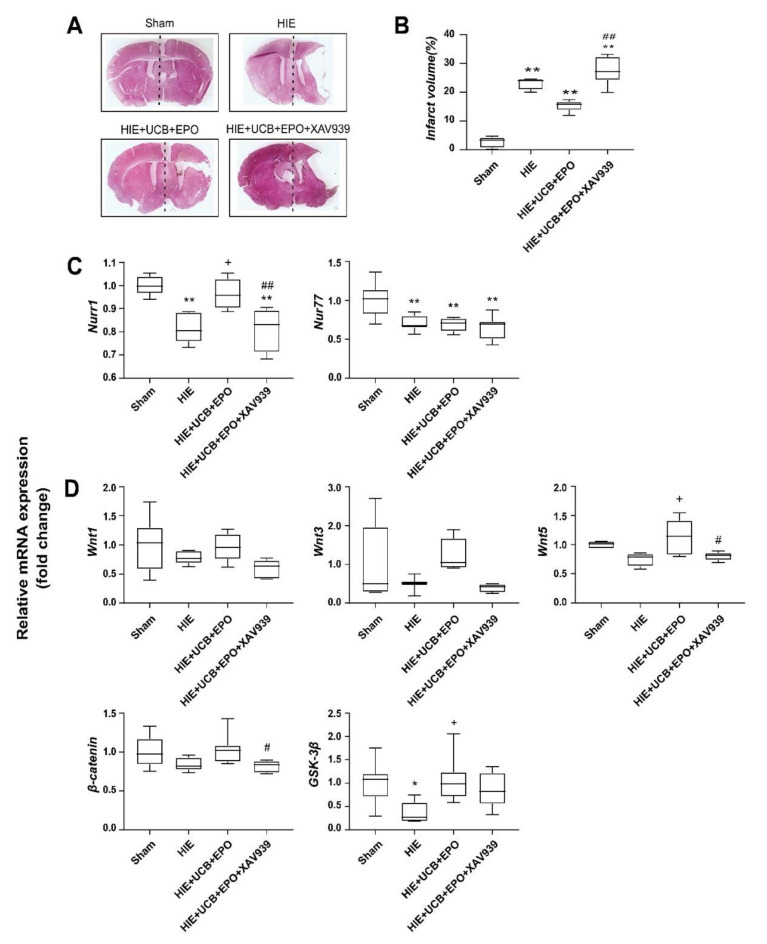
Inhibition of the wnt/β-catenin pathway by XAV939 suppresses the protective effect of the combination of UCB and EPO treatment after HIE. (**A**) Whole-brain sections were stained with Hematoxylin and eosin. (**B**) The graph depicts the total volume of the infarct size in the affected hemisphere, which was estimated compared to that in the contralateral side by the ImageJ program. Data are shown as the mean ± standard error of the mean. *N* = 3 per group * and + *p* < 0.05 (one-way ANOVA). (**C**) The mRNA expression of *Nurr1* and *Nur77* was detected by qRT-PCR in each treatment brain sample. (**D**) qRT-PCR analysis of Nurr1-related pathway molecule (*Wnt1, Wnt3, Wnt5, β-catenin*, and *GSK3β*) expression for each group (sham, HIE, UCB, EPO, and UCB+EPO). GAPDH was used as an internal control. *n* = 6 per group. Data are shown as the mean ± standard error of the mean. * *p* < 0.05, ** *p* < 0.01 vs. the sham group, + *p* < 0.05 vs. the HIE group, # *p* < 0.05, and ## *p* < 0.01 vs. the HIE group (one-way ANOVA).

**Figure 6:**
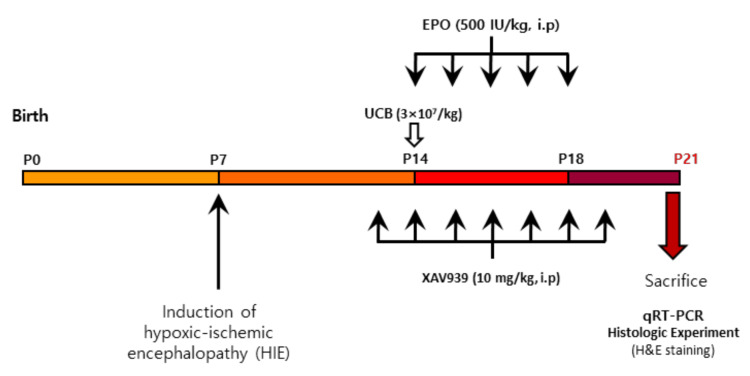
Experimental designs. Postnatal day 7 (P7) mice were induced with hypoxic-ischemic encephalopathy. On P14, the UCB (3 × 10^7^/kg) was injected, administered via intraperitoneal injection, and EPO (500 IU/kg) was given intraperitoneally from P14 for consecutive days. XAV939 (10 mg/kg) was given intraperitoneally from P14 for 7 consecutive days, 1 h before UCB and EPO treatment. One week after injection, the mice were sacrificed for qRT-PCR, Western blot, and microarray.

**Table 1:** The up-regulated genes of the UCB and EPO combination treatment were identified by Gene ontology (GO) enrichment analysis. The terms show the relevant pathways and genes after UCB and EPO combination treatment in HIE.

Biological Category	Term	−log10 (adjusted *p*-Value)	Associated Genes
Cellular structure	positive regulation of actin cytoskeleton reorganization	1.400660	Baiap2l1
Dopamine related pathways	response to amphetamine	1.504507	Nr4a2
	response to amine	1.923929	Nr4a2
	response to insecticide	1.524137	Nr4a2
	epithalamus development	1.711028	Nr4a2
	habenula development	1.711028	Nr4a2
	regulation of dopamine metabolic process	1.504507	Nr4a2
	regulation of catecholamine metabolic process	1.923929	Nr4a2
	response to corticotropin-releasing hormone	1.524137	Nr4a2
	regulation of respiratory gaseous exchange	1.641285	Nr4a2
	general adaptation syndrome	1.854837	Nr4a2
	cellular response to corticotropin-releasing hormone stimulus	1.524137	Nr4a2
Immune response	macrophage cytokine production	1.321089	Sema7a
	regulation of macrophage cytokine production	1.321089	Sema7a
	positive regulation of myeloid leukocyte cytokine production involved in immune response	1.504507	Sema7a
zinc protein pathways	zinc ion transmembrane transporter activity	1.641285	Slc30a3
	detoxification of zinc ion	1.711028	Slc30a3
	sequestering of zinc ion	1.482841	Slc30a3
	sequestering of metal ion	1.325929	Slc30a3
	regulation of sequestering of zinc ion	1.524137	Slc30a3
	zinc ion import into organelle	1.854837	Slc30a3
	zinc ion import into synaptic vesicle	1.854837	Slc30a3
	stress response to zinc ion	1.711028	Slc30a3

**Table 2:** Primers used in this study.

Gene	Forward Primer (5′-3′)	Reverse Primer (5′-3′)
Nurr1	GTGTTCAGGCGCAGTATGG	TGGCAGTAATTTCAGTGTTGGT
Nur77	TTGAGTTCGGCAAGCCTACC	GTGTACCCGTCCATGAAGGTG
NOR1	AGGATTCACTGATCTCCCCAA	GATGCAGGACAAGTCCATTGC
DAT	AAATGCTCCGTGGGACCAATG	GTCTCCCGCTCTTGAACCTC
VMAT	ATGCTGCTCACCGTCGTAG	GGACAGTCGTGTTGGTCACAG
Wnt1	GGTTTCTACTACGTTGCTACTGG	GGAATCCGTCAACAGGTTCGT
Wnt3	CTCGCTGGCTACCCAATTTG	CTTCACACCTTCTGCTACGCT
Wnt5	CAACTGGCAGGACTTTCTCAA	CATCTCCGATGCCGGAACT
β-catenin	ATGCAGCCGGACAGAAAAGC	CTTGCCACTCAGGGAAGGA
GSK-3β	TGGCAGCAAGGTAACCACAG	CGGTTCTTAAATCGCTTGTCCTG

## Data Availability

The data presented in this study are available upon request from the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23052900/s1.

## References

[1] Lai M.-C., Yang S.-N. (2010). Perinatal hypoxic-ischemic encephalopathy. J. Biomed. Biotechnol..

[2] Allen K.A., Brandon D.H. (2011). Hypoxic ischemic encephalopathy: Pathophysiology and experimental treatments. Newborn Infant Nurs. Rev..

[3] Vannucci S.J., Hagberg H. (2004). Hypoxia–ischemia in the immature brain. J. Exp. Biol..

[4] Tetorou K., Sisa C., Iqbal A., Dhillon K., Hristova M. (2021). Current Therapies for Neonatal Hypoxic–Ischaemic and Infection-Sensitised Hypoxic–Ischaemic Brain Damage. Front. Synaptic Neurosci..

[5] Fatemi A., Wilson M.A., Johnston M.V. (2009). Hypoxic-ischemic encephalopathy in the term infant. Clin. Perinatol..

[6] Michael-Asalu A., Taylor G., Campbell H., Lelea L.-L., Kirby R.S. (2019). Cerebral palsy: Diagnosis, epidemiology, genetics, and clinical update. Adv. Pediatrics.

[7] Gonzales-Portillo G.S., Reyes S., Aguirre D., Pabon M.M., Borlongan C.V. (2014). Stem cell therapy for neonatal hypoxic-ischemic encephalopathy. Front. Neurol..

[8] Sato Y., Ueda K., Kondo T., Hattori T., Mikrogeorgiou A., Sugiyama Y., Suzuki T., Yamamoto M., Hirata H., Hirakawa A. (2018). Administration of bone marrow-derived mononuclear cells contributed to the reduction of hypoxic-ischemic brain injury in neonatal rats. Front. Neurol..

[9] Zheng Z., Zhang L., Qu Y., Xiao G., Li S., Bao S., Lu Q.R., Mu D. (2018). Mesenchymal stem cells protect against hypoxia-ischemia brain damage by enhancing autophagy through brain derived neurotrophic factor/mammalin target of rapamycin signaling pathway. Stem Cells.

[10] Eggenberger S., Boucard C., Schoeberlein A., Guzman R., Limacher A., Surbek D., Mueller M. (2019). Stem cell treatment and cerebral palsy: Systemic review and meta-analysis. World J. Stem Cells.

[11] Yang L., Qian J., Yang B., He Q., Wang J., Weng Q. (2021). Challenges and Improvements of Novel Therapies for Ischemic Stroke. Front. Pharmacol..

[12] Bang O.Y., Kim E.H., Cha J.M., Moon G.J. (2016). Adult stem cell therapy for stroke: Challenges and progress. J. Stroke.

[13] Shin Y.-K., Cho S.-R. (2016). Exploring erythropoietin and G-CSF combination therapy in chronic stroke patients. Int. J. Mol. Sci..

[14] Larpthaveesarp A., Pathipati P., Ostrin S., Rajah A., Ferriero D., Gonzalez F.F. (2021). Enhanced Mesenchymal Stromal Cells or Erythropoietin Provide Long-Term Functional Benefit After Neonatal Stroke. Stroke.

[15] Esneault E., Pacary E., Eddi D., Freret T., Tixier E., Toutain J., Touzani O., Schumann-Bard P., Petit E., Roussel S. (2008). Combined therapeutic strategy using erythropoietin and mesenchymal stem cells potentiates neurogenesis after transient focal cerebral ischemia in rats. J. Cereb. Blood Flow Metab..

[16] Kang M., Min K., Jang J., Kim S.C., Kang M.S., Jang S.J., Lee J.Y., Kim S.H., Kim M.K., An S.A. (2015). Involvement of immune responses in the efficacy of cord blood cell therapy for cerebral palsy. Stem Cells Dev..

[17] Hwang S., Choi J., Kim M. (2019). Combining human umbilical cord blood cells with erythropoietin enhances angiogenesis/neurogenesis and behavioral recovery after stroke. Front. Neurol..

[18] Cao Q.-Q., Li S., Lu Y., Wu D., Feng W., Shi Y., Zhang L.-P. (2021). Transcriptome analysis of molecular mechanisms underlying facial nerve injury repair in rats. Neural Regen. Res..

[19] Cai Y., Zhang Y., Ke X., Guo Y., Yao C., Tang N., Pang P., Xie G., Fang L., Zhang Z. (2019). Transcriptome sequencing unravels potential biomarkers at different stages of cerebral ischemic stroke. Front. Genet..

[20] Jiang X., Qin W., Wu J., Xiao J., Zhong Y., Yuan C., Yuan Q. (2021). Transcriptome analysis and differentially expressed gene screening for hypoxic-ischemic brain damage in rats treated with acupuncture. Acupuncture.

[21] Juul S.E., Beyer R.P., Bammler T.K., McPherson R.J., Wilkerson J., Farin F.M. (2009). Microarray analysis of high-dose recombinant erythropoietin treatment of unilateral brain injury in neonatal mouse hippocampus. Pediatric Res..

[22] Mary-Huard T., Daudin J.-J., Baccini M., Biggeri A., Bar-Hen A. (2007). Biases induced by pooling samples in microarray experiments. Bioinformatics.

[23] Schurch N.J., Schofield P., Gierliński M., Cole C., Sherstnev A., Singh V., Wrobel N., Gharbi K., Simpson G.G., Owen-Hughes T. (2016). How many biological replicates are needed in an RNA-seq experiment and which differential expression tool should you use?. RNA.

[24] Reimand J., Isserlin R., Voisin V., Kucera M., Tannus-Lopes C., Rostamianfar A., Wadi L., Meyer M., Wong J., Xu C. (2019). Pathway enrichment analysis and visualization of omics data using g: Profiler, GSEA, Cytoscape and EnrichmentMap. Nat. Protoc..

[25] Holland S.M. (2008). Principal Components Analysis (PCA).

[26] Cai H., Chen H., Yi T., Daimon C.M., Boyle J.P., Peers C., Maudsley S., Martin B. (2013). VennPlex–a novel Venn diagram program for comparing and visualizing datasets with differentially regulated datapoints. PLoS ONE.

[27] Rodriguez M.Z., Comin C.H., Casanova D., Bruno O.M., Amancio D.R., Costa L.d.F., Rodrigues F.A. (2019). Clustering algorithms: A comparative approach. PLoS ONE.

[28] Tilford C.A., Siemers N.O. (2009). Gene set enrichment analysis. Protein Networks and Pathway Analysis.

[29] Holm S. (1979). A simple sequentially rejective multiple test procedure. Scand. J. Stat..

[30] Perlmann T., Wallén-Mackenzie Å. (2004). Nurr1, an orphan nuclear receptor with essential functions in developing dopamine cells. Cell Tissue Res..

[31] Frasch M.G., Schulkin J., Metz G.A., Antonelli M. (2017). Animal models of fetal programming: Focus on chronic maternal stress during pregnancy and neurodevelopment. Animal Models for the Study of Human Disease.

[32] Luo S.X., Huang E.J. (2016). Dopaminergic neurons and brain reward pathways: From neurogenesis to circuit assembly. Am. J. Pathol..

[33] Fei Y.-x., Zhu J.-p., Zhao B., Yin Q.-y., Fang W.-r., Li Y.-m. (2020). XQ-1H regulates Wnt/GSK3β/β-catenin pathway and ameliorates the integrity of blood brain barrier in mice with acute ischemic stroke. Brain Res. Bull..

[34] Li P., Zhang Y., Liu H. (2019). The role of Wnt/β-catenin pathway in the protection process by dexmedetomidine against cerebral ischemia/reperfusion injury in rats. Life Sci..

[35] Armoskus C., Moreira D., Bollinger K., Jimenez O., Taniguchi S., Tsai H.-W. (2014). Identification of sexually dimorphic genes in the neonatal mouse cortex and hippocampus. Brain Res..

[36] Wang L., Shilatifard A. (2019). UTX mutations in human cancer. Cancer Cell.

[37] Choi J.I., Choi J.-W., Shim K.-H., Choung J.S., Kim H.-J., Sim H.R., Suh M.R., Jung J.E., Kim M. (2021). Synergistic Effect in Neurological Recovery via Anti-Apoptotic Akt Signaling in Umbilical Cord Blood and Erythropoietin Combination Therapy for Neonatal Hypoxic-Ischemic Brain Injury. Int. J. Mol. Sci..

[38] Singh M., Vaishnav P.K., Dinda A.K., Mohanty S. (2020). Evaluation of priming efficiency of forskolin in tissue-specific human mesenchymal stem cells into dopaminergic neurons: An in vitro comparative study. Cells.

[39] Yanagisawa D., Qi M., Kim D.-h., Kitamura Y., Inden M., Tsuchiya D., Takata K., Taniguchi T., Yoshimoto K., Shimohama S. (2006). Improvement of focal ischemia-induced rat dopaminergic dysfunction by striatal transplantation of mouse embryonic stem cells. Neurosci. Lett..

[40] Chen X.X., Qian Y., Wang X.P., Tang Z.W., Xu J.T., Lin H., Yang Z.Y., Song X.B., Lu D., Guo J.Z. (2018). Nurr1 promotes neurogenesis of dopaminergic neuron and represses inflammatory factors in the transwell coculture system of neural stem cells and microglia. CNS Neurosci. Ther..

[41] Gao H., Wang D., Jiang S., Mao J., Yang X. (2021). NF-κB is negatively associated with Nurr1 to reduce the inflammatory response in Parkinson’s disease. Mol. Med. Rep..

[42] Yu S., Doycheva D.M., Gamdzyk M., Yang Y., Lenahan C., Li G., Li D., Lian L., Tang J., Lu J. (2021). Activation of MC1R with BMS-470539 attenuates neuroinflammation via cAMP/PKA/Nurr1 pathway after neonatal hypoxic-ischemic brain injury in rats. J. Neuroinflammation.

[43] Li X., Li H., Bi J., Chen Y., Jain S., Zhao Y. (2012). Human cord blood-derived multipotent stem cells (CB-SCs) treated with all-trans-retinoic acid (ATRA) give rise to dopamine neurons. Biochem. Biophys. Res. Commun..

[44] Frazzini V., Rockabrand E., Mocchegiani E., Sensi S. (2006). Oxidative stress and brain aging: Is zinc the link?. Biogerontology.

[45] Xie X., Peng L., Zhu J., Zhou Y., Li L., Chen Y., Yu S., Zhao Y. (2017). miR-145-5p/Nurr1/TNF-α signaling-induced microglia activation regulates neuron injury of acute cerebral ischemic/reperfusion in rats. Front. Mol. Neurosci..

[46] Jankovic J., Chen S., Le W. (2005). The role of Nurr1 in the development of dopaminergic neurons and Parkinson’s disease. Prog. Neurobiol..

[47] Tito A.J., Zhang S. (2016). Characterization of Vesicular Monoamine Transporter 2 and its Role in Parkinson’s Disease Pathogenesis Using Drosophila. Ph.D. Thesis.

[48] Jia L., Piña-Crespo J., Li Y. (2019). Restoring Wnt/β-catenin signaling is a promising therapeutic strategy for Alzheimer’s disease. Mol. Brain.

[49] Fairbanks S.L., Young J.M., Nelson J.W., Davis C., Koerner I.P., Alkayed N.J. (2012). Mechanism of the sex difference in neuronal ischemic cell death. Neuroscience.

[50] Hu C., Bai X., Liu C., Hu Z. (2019). Long noncoding RNA XIST participates hypoxia-induced angiogenesis in human brain microvascular endothelial cells through regulating miR-485/SOX7 axis. Am. J. Transl. Res..

[51] Oorschot D.E., Sizemore R.J., Amer A.R. (2020). Treatment of neonatal hypoxic-ischemic encephalopathy with erythropoietin alone, and erythropoietin combined with hypothermia: History, current status, and future research. Int. J. Mol. Sci..

[52] Herz J., Köster C., Reinboth B.S., Dzietko M., Hansen W., Sabir H., van Velthoven C., Bendix I., Felderhoff-Müser U. (2018). Interaction between hypothermia and delayed mesenchymal stem cell therapy in neonatal hypoxic-ischemic brain injury. Brain Behav. Immun..

[53] Park W.S., Sung S.I., Ahn S.Y., Yoo H.S., Sung D.K., Im G.H., Choi S.J., Chang Y.S. (2015). Hypothermia augments neuroprotective activity of mesenchymal stem cells for neonatal hypoxic-ischemic encephalopathy. PLoS ONE.

[54] Zhou K.Q., Davidson J.O., Bennet L., Gunn A.J. (2020). Combination treatments with therapeutic hypothermia for hypoxic-ischemic neuroprotection. Dev. Med. Child Neurol..

[55] Min K., Song J., Lee J.H., Kang M.S., Jang S.J., Kim S.H., Kim M. (2013). Allogenic umbilical cord blood therapy combined with erythropoietin for patients with severe traumatic brain injury: Three case reports. Restor. Neurol. Neurosci..

[56] Novak I., Paton M.C., Finch-Edmondson M. (2021). Research update on the state of the evidence for stem cell and regenerative medicine in cerebral palsy. Arch. Stem Cell Ther..

[57] Lan K.-M., Tien L.-T., Cai Z., Lin S., Pang Y., Tanaka S., Rhodes P.G., Bhatt A.J., Savich R.D., Fan L.-W. (2016). Erythropoietin ameliorates neonatal hypoxia-ischemia-induced neurobehavioral deficits, neuroinflammation, and hippocampal injury in the juvenile rat. Int. J. Mol. Sci..

[58] Irizarry R.A., Hobbs B., Collin F., Beazer-Barclay Y.D., Antonellis K.J., Scherf U., Speed T.P. (2003). Exploration, normalization, and summaries of high density oligonucleotide array probe level data. Biostatistics.

[59] Zhao S., Guo Y., Sheng Q., Shyr Y. (2014). Advanced heat map and clustering analysis using heatmap3. BioMed Res. Int..

How the deposited data were processed for this re-analysis (not part of the article)

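RNA from the ipsilateral hemisphere of 5 ICR mice, 1 each of sham, HIE, EPO, UCB and UCB+EPO, was hybridised by the authors to Affymetrix Mouse Gene 2.0 ST arrays. Sham, UCB and UCB+EPO were male mice and HIE and EPO female mice, as the paper states. Treated mice had UCB at 30000000 cells per kg once, EPO at 500 IU per kg on 5 days, or both. The authors deposited a table of log2 expression values from gene-level RMA, which corrects background, normalizes between arrays by quantiles and summarizes the probes of a transcript. The version and annotation release of that step are not named in the paper's text. Values ran from 1.15 to 14.3. No background limit is given, so signal over background could not be set per probe. Of 41345 probes 16637 had a different value on each of the 5 arrays and 1702 had 1 value on all arrays.

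Probe names came from the platform annotation. Of the 23521 probes with 1 gene symbol 23328 were matched to current names by gene identifier, and 0 symbols changed. Table S1 of the paper served to check the values: its copy used here holds 769 of the 770 probes, of which 763 equal the deposited values within 0.001 on the log2 scale and 6 differ. It names more probes than the platform annotation, which names 557 of the 769, so some genes of the paper are unnamed here.

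Differences of log2 values were taken for the 6 comparisons counted in Fig. 3 and for 4 more (each treated group against sham, and UCB against EPO), and probes were counted at an absolute log2 difference of at least 1. No test was made, since each group has 1 array. Chance was described by simulation instead, with 100 sets of arrays without any change. They were drawn within bins of mean expression from the deviations of the 3 arrays of male mice from their mean. These sets gave the counts and overlaps set beside the observed ones. Deviations were drawn across probes, which loses the spread of each single probe, so these counts and overlaps may be too low. Gene lists, 49 in all, were written, together with the comparisons, the alternatives and the rule for named genes, before the data were examined, although values in Tables S1 and S2 had been seen by then. The 39 lists with at least 80% of their genes measured were used and 10 were not. A list's median log2 difference was ranked among 10000 random lists of the same size drawn from 20 bins of mean expression, which describes these arrays and is not a test across mice.

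The text names every gene of the paper's text and Tables 1 and 2 that has a symbol here, the 8 genes with the largest rise and fall per comparison of the paper at a mean log2 value of at least 5 (without predicted genes, small RNAs, receptor repertoire, olfactory and sex-linked genes), and of each list in the main passages the 4 members with the largest difference in the comparison described. Lists of other cell types in the closing part are given by their median with fewer members. Some further members were named after their values were seen, and 2 genes of the rule whose symbols are sequence identifiers were left out. A further gene of the rule is not reported here. Probes of 1 gene were averaged. Principal components were computed on centred values of the 578 probes past the threshold, and the arrays were clustered on values scaled from 0 to 1 with Euclidean distance and complete linkage. The enrichment analyses of the paper were not repeated.

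The counting was tested on simulated data for UCB+EPO against HIE with 25335 probes of which 200 were changed. At the threshold it recovered 9.0% of changes of 0.75, 99.5% of changes of 1.5 and 100% of changes of 3, with 0 in the wrong direction and 27 unchanged probes counted. Of 200 simulated lists of 20 genes without change 3.0% fell outside the central 95% of random lists, and 100% of lists shifted by 0.3 were above them.

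The alternatives were centring of each array on its median, quantile normalization, probes with a mean log2 value of at least 5, 1 value per gene, no predicted or small RNA genes, a threshold of 1.5, every probe of the table, each probe of a gene on its own, other probe sets and scaling for the principal components, and other linkage and scaling for the clustering. The probes of Table S1 were added as an alternative after the data were seen. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.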

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

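The tests that weigh explanations in this part, and the limits for picking results, were chosen after the result was seen. The gene lists and comparisons were written earlier, but with values in Tables S1 and S2 already seen. Set against sham, the EPO array had gene lists with a median at least 0.5 above sham that no random list reached, and single genes at least 3 above sham on the log2 scale. The median of the phagocytic and lysosomal genes was 1.09 above sham, with 14 of 27 genes higher by at least 1. The median of the reactive astrocyte genes was 0.95 above sham, with 8 of 18 higher. Gpnmb was 4.52 above sham, Lcn2 3.83, Lilrb4a 3.74 and Lyz2 3.54. Pomc was 4.44 above sham.

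The pattern weighed is that phagocytic genes were high on the HIE and EPO arrays and near sham on the UCB and UCB+EPO arrays. More resident microglia in an unchanged state is argued against: homeostatic microglia genes differed by -0.12 between sham and HIE in the median, and none of the 13 genes was lower by 1. The sex of the mouse cannot be told apart from the treatment, since both high arrays are from females, and with 1 mouse per group it is not known whether the median of -0.37 between EPO and HIE exceeds the spread between females. UCB treatment remains open for the same reason: both UCB arrays lie below HIE, the nearer one by a median of -1.43, but both are from males and so is sham. The size of the injury in each mouse may differ as well and was not tested.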

How the results depend on the processing

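No paired analysis was possible because each group has 1 array, and for the same reason no array could be left out. Another background correction was not run, since the table is already summarized. Without a background measure the arrays cannot show which dim genes are expressed, so small lists with dim members are the least firm. No difference past the threshold changed direction under any alternative run. MHC class II genes, with medians near 0, changed sign in 4 comparisons under the filter for dim genes. Principal component shares, the ratio of the distances from sham to UCB+EPO and to UCB, and the correlations of differences stayed within their limits under each alternative, but over every probe with a symbol sham was nearer to EPO (77.5) than to UCB+EPO (83.6). Centring each array on its median moved 0 of 20 Venn counts, 0 of 390 list medians and 0 of 2538 differences of named genes past their limits, and quantile normalization moved 1, 0 and 3. The values were already normalized, and the medians of named probes lay between 5.55 and 5.58 on every array. Centring therefore could not move a list median or a gene difference past its limit. The limit for list medians, a move of 0.1, was chosen after the values were seen: by the spread of random lists, which is far smaller, 76 medians would have moved under centring, 119 under quantile normalization and 133 under that filter, by at most 0.03, 0.07 and 0.95. Of 144 differences of genes with several probes, 68 moved with the highest of the probes alone and 61 with the lowest.

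Counts of probes past the threshold moved by over 1.5 times as follows, by construction of a stricter or wider set. A threshold of 1.5 left 97 for sham against HIE, 34 for EPO against HIE, 95 for UCB against HIE, 95 for UCB+EPO against HIE, 52 for UCB+EPO against EPO, 6 for UCB+EPO against UCB, 32 for EPO against sham, 6 for UCB against sham, 9 for UCB+EPO against sham and 45 for UCB against EPO. Every probe of the table gave 1106 for sham against HIE, 1004 for EPO against HIE, 1413 for UCB against HIE, 1416 for UCB+EPO against HIE, 874 for UCB+EPO against EPO, 637 for UCB+EPO against UCB, 679 for EPO against sham, 686 for UCB against sham, 685 for UCB+EPO against sham and 856 for UCB against EPO. A mean log2 value of at least 5 left 101 for EPO against HIE, 21 for UCB+EPO against UCB, 49 for EPO against sham, 16 for UCB against sham and 39 for UCB+EPO against sham. Without predicted and small RNA genes there were 20 for UCB+EPO against UCB and 22 for UCB against sham. With 1 value per gene there were 29 for UCB+EPO against sham. The probes of Table S1, chosen after seeing the data, gave 78 for UCB+EPO against UCB. The balance of higher and lower counts turned for EPO against HIE over every probe of the table (319 higher, 685 lower), and for UCB+EPO against UCB over every probe (354 higher, 283 lower), with 1 value per gene (13 higher, 11 lower) and with the probes of Table S1 (49 higher, 29 lower).

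Among Venn counts of the 4 comparisons with HIE, quantile normalization gave 8 higher in sham, UCB and UCB+EPO without EPO. A mean log2 value of at least 5 gave 10 higher in UCB+EPO alone, 6 in UCB, 14 in EPO and 8 in sham, and 28 lower in UCB alone, 10 in EPO, 12 in sham and 15 in all 4, with 2 lower than UCB alone and 7 lower than HIE, EPO and UCB in UCB+EPO. The probes of Table S1 gave 50 higher in UCB+EPO alone, 28 in UCB, 24 in sham and 9 in sham, UCB and UCB+EPO, 81 lower in UCB alone and 38 in EPO, and for UCB+EPO 31 higher than UCB alone, 21 than EPO alone and 13 than all 3, and 17 lower than UCB alone.

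List medians moved under 1 setting only: keeping genes with a mean log2 value of at least 5, which shortens the lists, moved 50 of 390. The medians were then dopamine receptors 1.51 (sham against HIE), 1.50 (EPO against HIE), 1.45 (UCB against HIE) and 1.40 (UCB+EPO against HIE); dopamine synthesis and transport 0.40 (EPO against HIE) and 0.33 (EPO against sham); midbrain dopaminergic neuron genes 0.40 (EPO against HIE), -0.37 (UCB+EPO against EPO), 0.28 (EPO against sham) and -0.39 (UCB against EPO); zinc transporters -0.21 (UCB+EPO against EPO); phagocytic and lysosomal microglia/macrophage genes -1.44 (sham against HIE) and 0.95 (EPO against sham); complement genes -1.22 (sham against HIE), -0.71 (EPO against HIE), -1.58 (UCB against HIE), -1.30 (UCB+EPO against HIE), -0.59 (UCB+EPO against EPO), 0.26 (UCB+EPO against UCB), 0.69 (EPO against sham), -0.19 (UCB against sham) and -0.87 (UCB against EPO); reactive astrocyte genes -1.49 (sham against HIE), -0.48 (EPO against HIE), -1.72 (UCB against HIE), -1.39 (UCB+EPO against HIE) and -1.08 (UCB against EPO); interferon response and MHC class I genes -0.84 (UCB against HIE); MHC class II genes -0.0148 (sham against HIE), 0.0383 (UCB against HIE), 0.11 (UCB+EPO against HIE), 0.0682 (UCB+EPO against EPO) and 0.0682 (UCB+EPO against UCB); chemokines and cytokines -0.69 (sham against HIE), -0.44 (UCB against HIE), -0.48 (UCB+EPO against HIE), -0.27 (UCB+EPO against EPO), 0.49 (EPO against sham) and -0.26 (UCB against EPO); hippocampal neuron genes 0.25 (UCB against HIE) and 0.25 (UCB+EPO against HIE); hypothalamic neuropeptide and regulator genes 0.46 (sham against HIE), 0.74 (EPO against HIE) and 0.21 (UCB against HIE); choroid plexus genes -0.40 (UCB+EPO against HIE), -0.44 (UCB+EPO against EPO), -0.52 (UCB+EPO against UCB) and -0.41 (UCB+EPO against sham); ependymal and ciliated cell genes -0.52 (UCB+EPO against HIE); olfactory receptor genes 0.11 (UCB+EPO against sham).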

Differences from the paper's values

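For 13 of 34 values the one found here and the paper's differ by more than 1.5 times. Counts use the paper's threshold, but the probes with a symbol here are not the paper's annotated genes. The alternatives set before the data were examined were centring of each array, quantile normalization, a mean log2 value of at least 5 and, for the counts per comparison, 1 value per gene, no predicted or small RNA genes, a threshold of 1.5 and every probe of the table.

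For probes higher than HIE in 1 comparison alone, the paper's count is 28 for UCB and 15 was found here; centring gave 20, which no longer differs, and quantile normalization (17) and the filter (6) still differed. The paper's count for UCB+EPO is 47 and 17 was found, with 21, 19 and 10 under the 3 alternatives, all of which differ. For probes lower than HIE in 1 comparison alone, the paper's count for EPO is 34 and 22 was found; quantile normalization gave 23, which no longer differs, and centring (22) and the filter (10) still differed. The paper's count for UCB is 79 and 46 was found, with 44, 45 and 28 under centring, quantile normalization and the filter, all of which differ.

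For UCB+EPO, the paper counts 21 genes higher than EPO alone and 12 were found; quantile normalization gave 15, which no longer differs, and centring (12) and the filter (8) still differed. The paper counts 28 higher than UCB alone and 15 were found, with 15, 16 and 10 under centring, quantile normalization and the filter. The paper counts 17 lower than UCB alone and 7 were found, with 8, 9 and 2. None of these 6 alternatives for the comparison with UCB removed the difference.

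Table S2 of the paper, in the copy used here, lists 95 genes lower in EPO than in HIE and 63 were found. It lists 117 genes higher in UCB+EPO than in HIE and 71 were found, 49 higher than in EPO and 17 were found, and 49 higher than in UCB and 16 were found. None of the 7 alternatives removed any of these 4 differences. With the probes of Table S1, an alternative chosen after seeing the values, the 4 counts were 96, 117, 49 and 49. The 7 Venn counts above were 28, 50, 38, 81, 21, 31 and 17, so that none of the 11 counts differed. Table S1 lists the probes that the paper itself counted past this threshold, so the match follows from that choice and is no independent check. This alternative lacks the 1 of the 770 probes that the copy does not hold.

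The paper gives a fold of up to 4 for Uty in males over females, and 19.7 to 28.3 was found. The difference on the log2 scale was 4.30 to 4.82, near the paper's range of 3 to 4. No alternative applied to it. The paper's fold of Nr4a2 in UCB+EPO over HIE is 1.42 by qRT-PCR on several mice per group, whereas the 3.24 found on the arrays compares 1 male mouse with 1 female mouse, so the samples are unlike.

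The paper lists Ctsz among male-biased genes, whereas here it was higher on the female arrays, by 0.92 on average. Eif2s3y, Kdm5d, Uty, Fxyd5 and Xist went the way the paper gives. The female arrays are HIE and EPO, on which phagocytic genes, Ctsz among them, were high. For Ctsz and Fxyd5 sex therefore cannot be separated from injury and treatment. Citing Fig. 2, which shows enriched terms, the paper describes UCB+EPO as more associated with sham than UCB alone, and gives no distance. By Euclidean distance the UCB array was the closer one here, with 7.77 and 9.72. With the probes of Table S1 it was so too (9.94 and 11.0). The 2 measures are unlike. In Fig. 3G the HIE sample joins the tree last, whereas HIE and EPO joined each other at 14.3 here; with average linkage, and with the probes of Table S1, the latter chosen after seeing the data, HIE joined last.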

Other observations

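The tests that weigh explanations in this part were chosen after the result was seen. The gene lists were written earlier, but with values in Tables S1 and S2 already seen. Genes of brain regions beside the striatum differed between arrays. Hypothalamic genes were higher than HIE in EPO, with a median of 0.54 and 8 of 22 genes higher by at least 1, and in sham, with a median of 0.32 and 7 higher. The medians were 0.07 in UCB and 0.08 in UCB+EPO. After Pmch, Pomc and Nts, the developmental regulator Fezf1 was the highest in EPO against HIE, by 1.57, and Nkx2-1 was higher by 1.27. Thalamic genes had a median of -0.60 in UCB+EPO and -0.07 in sham against HIE, and the vesicular glutamate transporter gene Slc17a6, typical of thalamus and brain stem, had log2 values of 8.42, 9.44, 9.24, 7.66 and 7.65 in sham, HIE, EPO, UCB and UCB+EPO. Choroid plexus genes had a median of -0.22 in UCB+EPO against HIE, far from the value of Ttr, and Calml4 had -0.94 and Folr1 -0.28. Claustrum and deep layer genes had a median of 0.31 and hippocampal genes of 0.08. Cortical excitatory genes had a median of -0.40 in EPO and 0.15 in UCB+EPO against HIE.

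Myelin and oligodendrocyte genes had a median of -0.32 in UCB+EPO against sham, and all 15 of 15 values were negative, with Ermn at -0.50, Mal at -0.50 and Aspa at -0.66. Oligodendrocyte precursor genes had a median of -0.17 against HIE. Fibroblast and meningeal genes had medians of -0.26 in sham, -0.55 in UCB and -0.30 in UCB+EPO against HIE, and Ogn, a small proteoglycan of the meninges, had log2 values of 7.32, 8.71, 8.26, 7.04 and 7.79 in sham, HIE, EPO, UCB and UCB+EPO. Astrocyte identity genes had a median of -0.23, ependymal genes of -0.31, endothelial genes of -0.11, pericyte genes of 0.00, neurogenesis and proliferation genes of -0.15, angiogenesis genes of -0.01, hypoxia response genes of -0.01 and apoptosis genes of 0.00 in UCB+EPO against HIE. Mki67, a marker of dividing cells, had -0.80. Small nucleolar RNA genes had a median of -0.49 in UCB against HIE and of 0.40 in UCB+EPO against UCB, with 7 of 73 higher by at least 1, whereas microRNA genes had 0.00 and olfactory receptor genes 0.00 in the latter comparison.

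By qRT-PCR on several mice per group, the paper reports significant increases of Wnt1, Wnt3, Ctnnb1 and Gsk3b in UCB+EPO. It also reports that a Wnt/beta-catenin inhibitor lowered Nr4a2, Ctnnb1 and Gsk3b. The array values below compare 1 male mouse with 1 female mouse. The samples are thus unlike, and the array values cannot decide on those results. On these arrays, in UCB+EPO against HIE, Wnt1 had a log2 difference of 0.18, Wnt3 of -0.04, Ctnnb1 of 0.00 and Gsk3b of 0.13. The Wnt ligands and components had a median of 0.00, with 1 of 29 lower by at least 1, the beta-catenin partner Tcf7l2. Of the ligands, Wnt5a had 0.14 and Wnt5b 0.00. The Wnt target genes had a median of 0.00, with Axin2 at 0.23. Akt1 and Bcl2, which the paper names from earlier work, had 0.27 and -0.04, and Gapdh, its reference gene, had 0.36. The log2 values of Th were 5.65, 5.10, 5.86, 5.55 and 5.42 in sham, HIE, EPO, UCB and UCB+EPO.

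Striatal projection neuron genes were low on the HIE array alone. Sex alone is argued against, since the EPO array, also of a female, was higher by a median of 1.55. A general loss of neuronal RNA is argued against as well: of cortical excitatory and synaptic genes, the larger median of sham against HIE was 0.11. Loss of striatum to the injury and striatum left out at dissection cannot be told apart, since both would lower most of the list, and 22 genes were lower by at least 1 in HIE than in sham. With 1 mouse per group, either may hold.

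Nr4a2 was highest on the UCB+EPO array, and the paper took it from G6, a group formed on these same arrays. More claustrum and deep layer tissue, where Nr4a2 is expressed, is argued against as the whole source. Those genes had a median of 0.11 in UCB+EPO against sham and none of the 11 was higher by 1. Their median against HIE, given above, was larger but below the rise of Nr4a2 there. An immediate early response at collection is argued against by a median of -0.0594 in UCB+EPO against sham, although against EPO it was 0.34. The sex of the mouse cannot be told apart from chance between mice. The differences from the other male mice were 0.77 for UCB and 1.06 for sham, with no measure of the spread between males. The combined treatment and a difference between single mice may each account for it and were not separated.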
